# The Transcriptional Stress Response of *Candida albicans* to Weak Organic Acids

**DOI:** 10.1534/g3.114.015941

**Published:** 2015-01-29

**Authors:** Fabien Cottier, Alrina Shin Min Tan, Jinmiao Chen, Josephine Lum, Francesca Zolezzi, Michael Poidinger, Norman Pavelka

**Keywords:** short-chain fatty acid, transcriptomics, gene expression profiling, RNA-seq, power law global error model

## Abstract

*Candida albicans* is the most important fungal pathogen of humans, causing severe infections, especially in nosocomial and immunocompromised settings. However, it is also the most prevalent fungus of the normal human microbiome, where it shares its habitat with hundreds of trillions of other microbial cells. Despite weak organic acids (WOAs) being among the most abundant metabolites produced by bacterial microbiota, little is known about their effect on *C. albicans*. Here we used a sequencing-based profiling strategy to systematically investigate the transcriptional stress response of *C. albicans* to lactic, acetic, propionic, and butyric acid at several time points after treatment. Our data reveal a complex transcriptional response, with individual WOAs triggering unique gene expression profiles and with important differences between acute and chronic exposure. Despite these dissimilarities, we found significant overlaps between the gene expression changes induced by each WOA, which led us to uncover a core transcriptional response that was largely unrelated to other previously published *C. albicans* transcriptional stress responses. Genes commonly up-regulated by WOAs were enriched in several iron transporters, which was associated with an overall decrease in intracellular iron concentrations. Moreover, chronic exposure to any WOA lead to down-regulation of RNA synthesis and ribosome biogenesis genes, which resulted in significant reduction of total RNA levels and of ribosomal RNA in particular. In conclusion, this study suggests that gastrointestinal microbiota might directly influence *C. albicans* physiology via production of WOAs, with possible implications of how this fungus interacts with its host in both health and disease.

*Candida albicans* is the fungal pathogen most frequently associated with human mycoses, ranging from superficial lesions of the skin and mucosae to life-threatening systemic infections, especially in immunocompromised individuals (Pfaller and Diekema 2007). Despite its negative reputation, this organism is also the most widely associated fungus across the general population, colonizing all body surfaces, including the vaginal mucosa and the gastrointestinal tract (GI) of most healthy individuals (MacCallum 2010), suggesting it to be a member of the commensal microbiota. Of note, bloodstream infections by *C. albicans* often originate from the same strain carried in the GI tract of the respective patients (Miranda *et al.* 2009), indicating an opportunistic nature of this pathogen. However, what precisely controls the switch between asymptomatic colonization and invasive fungal infection is not understood fully.

Bacterial−fungal interactions occur in all niches of the human body, and some of them have been described to influence pathogenesis and disease outcomes (Peleg *et al.* 2010). For instance, probiotic lactobacilli were reported to induce immunomodulatory effects protecting mice from subsequent *C. albicans* infection (Villena *et al.* 2011; Zelante *et al.* 2013). But *C. albicans* also directly responds to bacteria-derived metabolites like quorum-sensing molecules or muramyl dipeptides, which have been described to respectively inhibit or promote the yeast-to-hyphal transition, an important virulence factor of *C. albicans* (Lo *et al.* 1997; Hall *et al.* 2011; Xu *et al.* 2008). Among the most abundant metabolites of bacterial origin that can be found on mucosal surfaces of the human body are weak organic acids (WOAs), such as lactic, acetic, propionic, and butyric acid. However, little is known about the effect of these molecules on *C. albicans*.

On the vaginal mucosa, the large number of lactic acid-producing bacteria, especially members of the *Lactobacillus* genus (Cribby *et al.* 2008), correlates with a significant concentration of lactic acid (~55−111 mM) (O’Hanlon *et al.* 2011), which is thought to contribute to the control of *C. albicans* colonization in healthy women (Osset *et al.* 2001; Kohler *et al.* 2012). The human GI tract harbors the largest number and variety of bacterial species of the entire human microbiome (Arumugam *et al.* 2011; Qin *et al.* 2010). Among the most abundant metabolites that can be found in the gut are the short-chain fatty acids (SCFAs) acetic, propionic and butyric acid, which are primarily the result of bacterial anaerobic fermentation (Mortensen and Clausen 1996) and that can reach total concentrations of up to 140 mM in the proximal colon (Topping and Clifton 2001). Whereas acetic acid is produced by a large spectrum of bacteria, clostridial clusters IV and XIV are known to specifically produce butyric acid, and the *Propionibacterium* genus has been described to synthesize propionic acid (Cousin *et al.* 2012). It was reported that a single concentration of acetic, propionic or butyric acid reduced *C. albicans* colony formation (Huang *et al.* 2011), but the mechanism of action was not addressed. In addition, butyric acid was reported to inhibit *C. albicans* yeast-to-hyphal transition, albeit only at relatively high concentrations, while acetic and propionic acid had no such effect (Noverr and Huffnagle 2004).

In the present study, we aimed to investigate the effect of lactic, acetic, propionic, and butyric acid on the *C. albicans* transcriptome. By means of RNA-sequencing experiments, we found unique gene expression profiles for each WOA and large differences between acute and chronic exposure. Nevertheless, we identified a core transcriptional stress response common to all tested acids that correctly predicted decreased intracellular iron concentrations and decreased RNA synthesis and ribosome biogenesis. These results suggest that WOA-producing bacteria of the human microbiome might directly modulate important physiological parameters of *C. albicans*.

## Materials and Methods

### Strains and culture conditions

The wild-type *Candida albicans* strain SC5314 (Noble and Johnson 2005) was used throughout this study. Stock cultures were preserved in 35% glycerol and maintained at −80°. Cells were grown in De Man, Rogosa, and Sharpe (MRS) media (Sigma-Aldrich) at 37° in a shaking incubator at 150−200 rpm. MRS medium was chosen, because it was previously shown to support the growth of both *C. albicans* (Kohler *et al.* 2012) and lactobacilli (De Man *et al.* 1960). Individual acids, *i.e.*, hydrochloric, lactic, acetic, propionic, or butyric acid (from either Merck or Sigma-Aldrich), were added to freshly relaunched overnight cultures diluted down to an optical density (OD) at 600 nm of 0.1. The prototroph *sfu1*Δ mutant (SN668) and its isogenic control (SN425) were kindly provided by Suzanne Noble (Noble *et al.* 2010).

### RNA sequencing

Cells were harvested by centrifugation, and the pellet was flash-frozen in liquid nitrogen. RNA extractions were performed following a previously described protocol (Pavelka *et al.* 2010). Total RNA yield was quantified with the Quant-iT RiboGreen RNA Assay Kit (Invitrogen) and RNA quality assessed on the 2100 Bioanalyzer (Agilent). Relative abundance of ribosomal RNA was estimated based on the area under the electropherogram peaks predicted to correspond to the 18S and 28S rRNA molecules. All the 96 total RNA samples had an RNA integrity number ≥7, of which 81% had RNA integrity number ≥8. Complementary DNA (cDNA) libraries were prepared with 300 ng of total RNA and 2 µL of a 3:1000 dilution of ERCC RNA Spike in Controls (Ambion). The fragmented mRNA samples were subjected to cDNA synthesis using Illumina TruSeq RNA sample preparation kit version 2 (Low-Throughput protocol) according to manufacturer’s protocol, except for the following modifications: (1) use of 12 polymerase chain reaction cycles; (2) two additional rounds of Agencourt Ampure XP SPRI beads (Beckman Courter) to remove >600 bp double-stranded cDNA. The length distribution of the cDNA libraries was monitored with DNA 1000 kits on the Agilent Bioanalyzer. All samples were subjected to an indexed paired-end sequencing run of 2 × 51 cycles on an Illumina HiSeq 2000 (12 libraries/lane). Raw and processed sequencing data from this article have been deposited with the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/) under accession no. GSE49310.

### Data analysis

Raw sequencing reads were first mapped to the ERCC spike-in control sequences with bowtie2 (Langmead *et al.* 2009). For each run, the mate distance and standard deviation were determined with Picard (http://picard.sourceforge.net), and these values used to map the reads to the reference genome using TopHat (Trapnell *et al.* 2009), which was run using the *Candida albicans* genome annotation (Assembly 21, version s02-m05-r10) as a guide. The number of reads mapping to each transcript in the genome was counted with an in-house R script. Reads mapping to overlapping regions between multiple transcripts were assigned to unique transcripts based on information from the uniquely mapping portion of each transcript and by assuming an additive effect of the read depth in the overlapping regions. Assigned read counts were then converted into reads per kilobase per million mapped reads (RPKMs). Principal component analysis and complete-linkage hierarchical clustering were performed using built-in R functions (R Core Team 2013) on log_2_-transformed RPKM values followed by z-score normalization of the gene expression profiles. Differentially expressed transcripts were identified with R package ‘plgem’ (Pavelka *et al.* 2004), which we used to compare acid-treated samples to time-matched untreated samples. For PLGEM analysis, raw RPKM values were normalized by dividing each value by the mean RPKM value of the corresponding sample. Resampled statistics were obtained via 10,000 random iterations, and a significance threshold of 0.0005 (predicted to select ~3 false-positive hits per sample) was chosen to identify differentially expressed genes. Gene Ontology (GO) enrichment analysis was performed with the CGD Gene Ontology Term Finder (Inglis *et al.* 2012), with *P* values corresponding to Bonferroni-corrected hypergeometric test *P* values. The magnitude of the overlap between two gene lists was evaluated as the ratio of the intersection over the union of the two lists. Statistical significance of the gene lists’ overlap was evaluated by a series of Fisher exact tests. All other statistical analyses were performed in Microsoft Excel 2007 or Prism (GraphPad) and, unless otherwise indicated in the respective figure legends, we used unpaired *t*-tests assuming unequal variances and error bars corresponded to standard errors of the mean.

### Determination of iron concentration

A bathophenanthrolinedisulfonic acid-based colorimetric method was used to determine both the extracellular and the intracellular iron concentrations of *C. albicans* as described previously (Hsu *et al.* 2011). Absorbance measurements at 535, 600, and 680 nm were performed on a SmartSpec Plus spectrophotometer (Bio-Rad).

## Results

### Global effect of WOAs on the *C. albicans* transcriptome

To shed light on the overall cellular response of *C. albicans* to WOAs, we used a genome-wide transcriptional profiling approach based on cDNA deep sequencing. Because *C. albicans* is expected to encounter these bacterial-derived metabolites in the GI tract over prolonged periods of time, we performed the analysis not only on acute but also on several time points of chronic exposure of each individual acid for up to ~3 d (Figure 1A). Four independent *C. albicans* cultures were grown under each of the following six conditions (for a total of 24 independent cultures): MRS at pH 6.1 (unmodified medium), MRS at pH 5.5 (medium acidified by addition of HCl), or MRS supplemented with 622 mM lactic, 75 mM acetic, 52 mM propionic, or 18 mM butyric acid, all adjusted to pH 5.5 by the addition of NaOH. These WOA concentrations were empirically chosen for their ability to significantly affect the OD of the cultures at both early (4 hr) and late (24 hr) time points compared with untreated or HCl-treated cultures (Figure 1B). To ensure that each culture was analyzed in the early exponential phase of growth, we used a daily serial passaging design, in which samples were harvested on each day at the same time (*i.e.*, 4 hr) after we relaunched the previous overnight culture into fresh medium. Four time points (termed T1−T4), corresponding to each of four subsequent serial passages, were chosen for transcriptome analysis.

**Figure 1:**
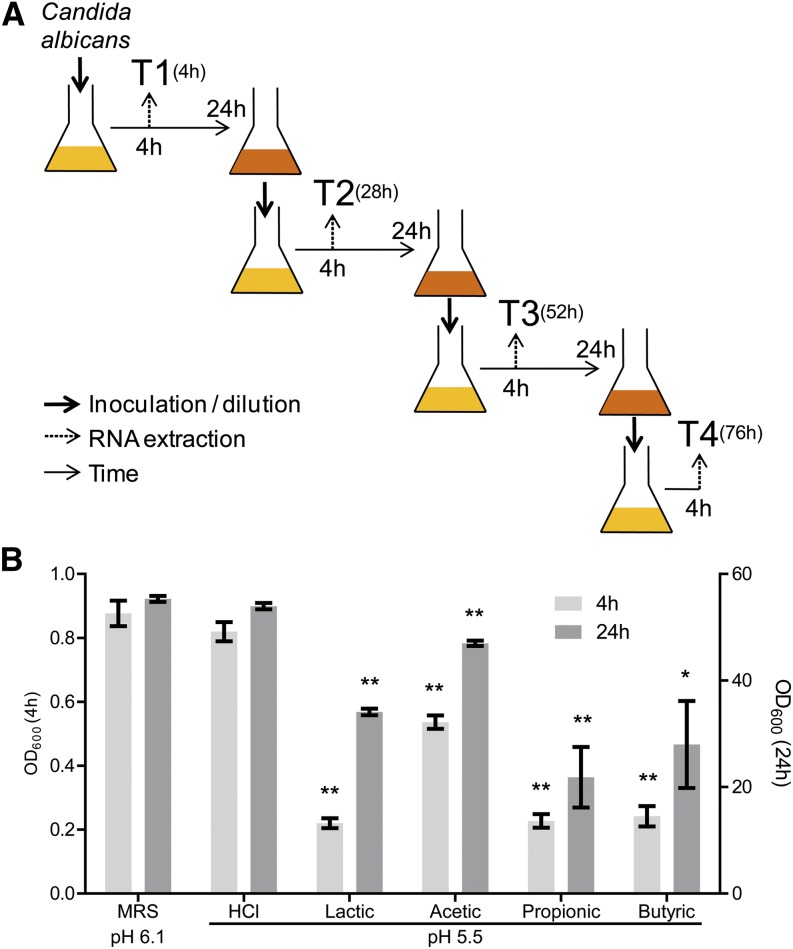
Acute and chronic exposure of *Candida albicans* to lactic, acetic, propionic, and butyric acid: (A) Overall scheme of the transcriptional profiling experiment. *C. albicans* overnight cultures were diluted in fresh media every 24 hr and samples for RNA extraction were collected 4 hr after each dilution. (B) OD_600nm_ of the culture was measured at 4 hr and 24 hr after *C. albicans* inoculation in media supplemented with the indicated acids (all adjusted to pH 5.5 with the addition of NaOH) and compared with untreated control cultures (De Man, Rogosa, and Sharpe medium [MRS] at pH 6.1). n = 5; *P < 0.05 **P < 0.01. OD, optical density.

*C. albicans* cDNA libraries were prepared starting from total RNA for a total of 96 independent samples (four time points for each of 24 independent cultures) and sequenced on an Illumina HiSequation 2000 platform. 

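Cultures of *C. albicans* were grown in MRS medium without treatment, acidified with HCl, or with lactic, acetic, propionic or butyric acid, and their RNA was sequenced. The acids were given at 622 mM (lactic), 75 mM (acetic), 52 mM (propionic) and 18 mM (butyric), and the sample labels give an inhibitory concentration of 15% for acetic acid and 50% for the other acids. The paper states that the lactic acid concentration was set high so that growth was inhibited about as much as by the other acids. The labels differ from this for acetic acid, and growth was not measured here, so comparisons between acids are between treatments as applied. The acid and HCl media were at pH 5.5. For the untreated medium the paper gives pH 6.1, whereas the sample labels give pH 5.8. Each of the 24 cultures (6 treatments with 4 independent cultures each) was diluted daily and sampled 4 h after each dilution, which gave time points T1 to T4 at 4, 28, 52 and 76 h. The authors mapped the reads with TopHat to the annotated *C. albicans* genome after mapping them first to the spike-in sequences, divided reads in overlapping transcripts between them, and expressed each transcript as RPKM, with 1 value per culture and time point. The deposited RPKM values carry no read totals. The paper states about 22000000 uniquely mapped reads per sample, so the counting error of a value is known only roughly. A relative depth could be read from the smallest steps between values of sparse transcripts in 94 of the 96 samples, on a scale where a typical sample is at 1. Its median was 1.05 in untreated samples (range 0.840 to 1.49), 1.05 in HCl (0.784 to 1.14), 1.01 in lactic (0.859 to 1.20), 0.976 in acetic (0.804 to 1.27), 0.978 in propionic (0.852 to 1.12) and 0.979 in butyric acid (0.831 to 1.13). With the stated mean, these relative depths correspond to roughly 17000000 to 32300000 reads. The 89 samples behind the paper's File S1 were used unless stated otherwise. Every group then held 4 samples except lactic acid at T2 (2 samples) and lactic acid at T4, acetic acid at T2 and T4, and butyric acid at T2 and T3 (3 samples each). Following the paper, each RPKM value was divided by the mean RPKM of its sample, and it was then returned to an RPKM scale with a common factor. Treated samples were compared with untreated samples of the same time point by limma on log2 of the normalized RPKM plus 1. The 5952 transcripts with a mean of at least 1 were tested, and those with a Benjamini-Hochberg adjusted p below 0.05 are called up- or down-regulated. All p-values are two-sided unless a test is named as one-sided. Log2 fold changes of single genes come from this fit.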

RNA spike-ins displayed the expected fold-changes (data not shown). 

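Of the transcripts in the deposited table, 6189 carried the systematic names of nuclear open-reading frames, 126 were tRNAs, 72 were small nuclear or nucleolar RNAs, 4 were ribosomal RNAs and 52 came from the mitochondrial genome. In the 89 samples, 6154 to 6316 transcripts (median 6215) had a value above 0, and 5771 to 6039 (median 5852) reached an RPKM of 1. The 100 most abundant transcripts of a sample held 43.4% to 60.0% of its summed RPKM. By treatment, the median of this share was 44.9% in untreated samples, 46.2% in HCl, 48.2% in lactic, 49.7% in acetic, 53.6% in propionic and 50.3% in butyric acid. In the 7 samples left out of File S1 the share ran from 44.2% to 66.3%. The table held 6450 transcripts with values, 3 further transcripts without a value in any sample, and no spike-in sequences.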

We obtained high-quality, high-coverage transcriptome information with ~22 million sequencing reads per sample uniquely mapped to 6453 transcripts, including both open-reading frames and noncoding RNAs. We validated that no chromosome-specific coverage biases were present in any of the samples (Supporting Information, Figure S1), therefore excluding the possibility that interesting gene expression patterns might be a consequence of aneuploidy accumulated prior to or during the course of the experiment. A total of seven samples were detected as outliers by a combination of principal component analysis and hierarchical clustering for being significantly different from their corresponding biological replicates (data not shown) and were therefore discarded from all subsequent analyses.

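The samples left out were found from the fold changes in File S1, which in each group are matched to within 0.1% by the mean of 1 set of replicates. They are lactic acid at T2 replicates B and F, lactic acid at T4 replicate F, acetic acid at T2 replicate D, acetic acid at T4 replicate B, butyric acid at T2 replicate D and butyric acid at T3 replicate B. For each of the 96 samples, a distance was computed to the mean of the other replicates of its group, as the root mean square difference per transcript in z-scores of log2(RPKM + 1). In the 89 samples kept, the distance ran from 0.357 to 1.16, with a median of 0.534. The distance was 1.12 for lactic T2 replicate B, 2.72 for lactic T2 replicate F, 2.21 for lactic T4 replicate F, 1.54 for acetic T2 replicate D, 1.18 for acetic T4 replicate B, 1.25 for butyric T2 replicate D and 1.18 for butyric T3 replicate B. These values held 6 of the 7 largest distances among the 96 samples, and lactic T2 replicate B ranked 10. The relative depth of these 7 samples, 0.928 to 1.13, lay within the range of the samples kept. The paper gives its reason for leaving them out as their position in principal component analysis and hierarchical clustering.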

Unsupervised principal component analysis (Figure 2A) and hierarchical clustering (Figure S2) of the 89 analyzed samples led to the following observations. 

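HCl at the pH of the acid media changed few transcripts by 2-fold or more. At T1, 96 of the 5952 tested transcripts were up-regulated and 647 down-regulated, of which 10 and 26 changed at least 2-fold. At T4, 20 were up- and 47 down-regulated, of which 7 and 15 changed at least 2-fold. Of 18 genes that the paper names, 12 did not pass the test with HCl at any time point. The fit shares its estimate of the spread over the 6 groups of a time point. A gene that did not pass is therefore not shown to be unchanged by HCl. Nor do the lower counts at T4 show a weaker response, since many more passed at T4 with only the HCl and untreated samples in the fit, as given below. *ICL1* (orf19.6844), which encodes isocitrate lyase of the glyoxylate cycle, was up-regulated by HCl at 3 of 4 time points. Its normalized RPKM at T1 was 39.1 ± 5.99 (SD, n = 4) with HCl and 17.7 ± 2.81 (SD, n = 4) without treatment, a log2 fold change of 1.10 (standard error 0.22, adjusted p = 0.0036 from limma). *GDH3* (orf19.4716), a glutamate dehydrogenase gene, was up-regulated at 3 of 4 time points as well, by 0.96 at T1 and 0.99 at T4 on the log2 scale. The iron genes *FET3* (orf19.4211), *COI1* (orf19.5063) and *FRP1* (orf19.5634) each rose at 1 time point, and *FTR2* (orf19.7231) fell at 1. In a space of z-scores over 6380 transcripts, the other group nearest to each of the 16 HCl samples was the untreated group of its time point, and the reverse held for the 16 untreated samples. The first principal component held 49.5% of the variance and the second 12.0%. The distance of HCl samples from the mean of untreated samples, as the root mean square z-score per transcript, was 0.621 ± 0.0747 (SD, n = 4) at T1 and 0.681 ± 0.0907 (SD, n = 4) at T4. The HCl counts depended on the settings. They were 5 and 4 at T4 with all 96 samples in the fit, 166 and 1065 at T4 with only the HCl and untreated samples in it, and 244 and 119 at T1 with median-of-ratios scaling, and without 1 replicate letter the down-regulated counts ran from 64 to 392 at T1 and from 8 to 25 at T4.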

Consistent with the effect on the OD of the cultures (Figure 1B), the HCl-treated samples clustered more closely with the untreated samples than with any other samples, indicating that the effect exerted by WOAs on *C. albicans* goes beyond a mere response to acidification of the media. Lactic acid−treated samples formed a cluster by themselves that was relatively compact through time, suggesting a unique cellular response to this acid. 

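Lactic acid moved the transcriptome away from the untreated state at T1 and by similar distances later. The distance from the untreated mean was 1.48 ± 0.0881 (SD, n = 4) at T1, 1.65 ± 0.0106 (SD, n = 2) at T2, 1.65 ± 0.292 (SD, n = 4) at T3 and 1.57 ± 0.103 (SD, n = 3) at T4. Between T1 and T4 of the same culture the distance was 0.725 ± 0.0994 (SD, n = 3) with lactic acid and 0.711 ± 0.132 (SD, n = 4) without treatment, a difference within the spread between cultures. With all 96 samples it was 1.13 ± 0.907 (SD, n = 4) with lactic acid, where replicate F was at 2.48, and 0.673 ± 0.124 (SD, n = 4) without treatment. In the 89 samples, mean distances over the other pairs of times ran from 0.620 (T2 to T4) to 0.766 (T1 to T3) with lactic acid. Without treatment they ran from 0.485 (T3 to T4) to 0.785 (T1 to T2). Between T3 and T4 lactic acid gave 0.748 ± 0.273 (SD, n = 3). At T1, 895 transcripts were up-regulated and 3554 down-regulated by lactic acid, and at T4 674 were up- and 3268 down-regulated. The response at T4 differed from that at T1 for 146 transcripts, tested as an interaction in limma with culture as a random effect, of which 127 were higher at T4 and 19 lower. Among 18 genes named by the paper, the cell wall gene *PIR1* (orf19.220) and orf19.6311 passed this test. Their log2 fold changes were higher at T4 than at T1 by 1.40 (standard error 0.32, adjusted p = 0.0038 from limma) and 2.07 (standard error 0.38, adjusted p = 3.2e-04 from limma). Each of the 13 lactic acid samples lay nearest to the mean of its own group among the groups of its time point, against 10 of 16 with all 96 samples. The interaction counts were 11 and 0 without replicate C, where 394 transcripts had an unadjusted p below 0.05, and 226 and 346 with only the lactic acid and untreated samples in the fit.

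**Figure D1:**
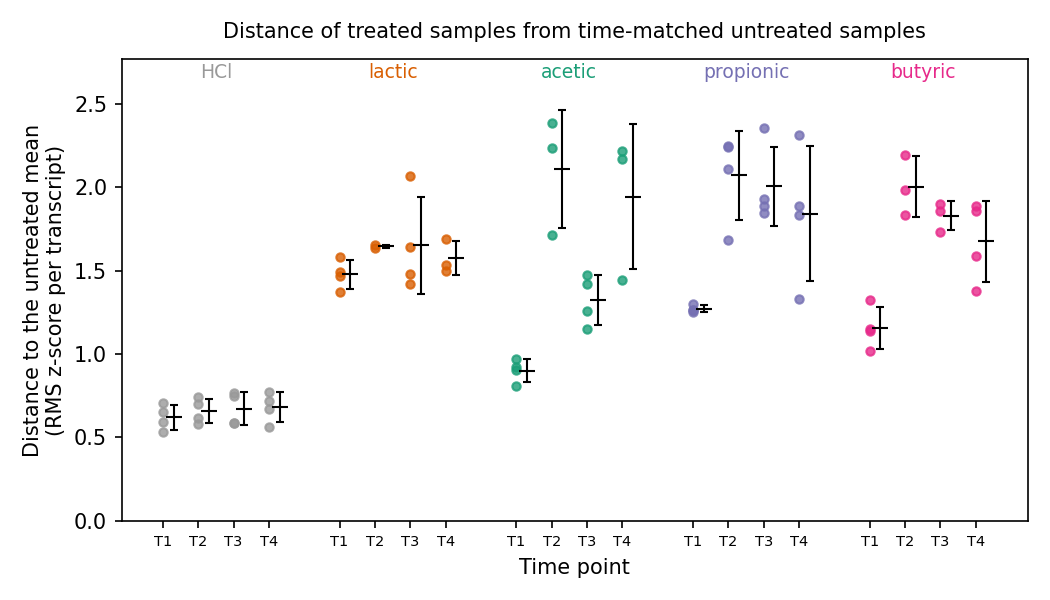
Distance of each treated sample from the mean of the untreated samples of its time point (y axis, root mean square z-score per transcript) by treatment and time point (x axis), for the 73 treated samples of the 89. Points are samples and bars show the mean with SD. HCl samples lie below all acid samples, and acetic, propionic and butyric acid samples lie farther away at T4 than at T1.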

Acetic acid−treated cells were closer to control cells at T1 but clustered away from all other samples at T3 and T4, indicating a distinct feature in the transcriptional response of *C. albicans* to this particular acid especially under chronic exposure. Also, propionic and butyric acid displayed a differential behavior between T1 and subsequent time points; however, they also were consistently more similar to each other than to any other treatment.

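Acetic acid, given at the lowest inhibitory dose by the sample labels (15% against 50%), changed the fewest transcripts among the acids at T1 and more under chronic exposure. The distance from the untreated mean rose from 0.900 ± 0.0688 (SD, n = 4) at T1 to 2.11 ± 0.355 (SD, n = 3) at T2, and was 1.32 ± 0.1499 (SD, n = 4) at T3 and 1.94 ± 0.435 (SD, n = 3) at T4. *CAN1* (orf19.97), a basic amino acid permease gene, was up-regulated more at T4 than at T1, by a log2 difference of 2.54 (standard error 0.57, adjusted p = 1.1e-04 from limma). *HSP90* (orf19.6515) was down-regulated more at T4, by a difference of −1.63 (standard error 0.27, adjusted p = 7.4e-07 from limma), or by −1.06 relative to the median transcript, which itself fell from T1 to T4. Of the 18 genes named by the paper, 8 had a higher and 3 a lower log2 fold change at T4 than at T1, tested as an interaction in limma. Acetic acid up-regulated 922 and down-regulated 2078 transcripts at T1, and 962 and 3828 at T4. The response differed between T4 and T1 for 717 transcripts that were higher at T4 and 3480 that were lower. This difference was itself unlike that of lactic acid for 3401 transcripts, 501 higher and 2900 lower with acetic acid. Of the 14 acetic acid samples, 13 lay nearest to the mean of their own group. With median-of-ratios scaling, 1601 transcripts were higher and 1534 lower at T4 than at T1.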

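Propionic and butyric acid, straight-chain acids of which butyric is the longer by a methylene group, moved the transcriptome to neighbouring states. The mean of the other groups nearest to each sample was that of butyric acid for 16 of 16 propionic acid samples, and that of propionic acid for 14 of 14 butyric acid samples (14 of 16 with all 96 samples). With propionic acid the distance from the untreated mean was 1.27 ± 0.0202 (SD, n = 4) at T1, 2.07 ± 0.267 (SD, n = 4) at T2, 2.01 ± 0.237 (SD, n = 4) at T3 and 1.84 ± 0.403 (SD, n = 4) at T4. With butyric acid it was 1.16 ± 0.126 (SD, n = 4), 2.00 ± 0.182 (SD, n = 3), 1.83 ± 0.0864 (SD, n = 3) and 1.68 ± 0.243 (SD, n = 4). *FRP1*, a ferric reductase gene, rose further between T1 and T4 with both acids. The log2 difference between its response at T4 and at T1 was 1.93 (standard error 0.51, adjusted p = 0.002 from limma) with propionic and 2.32 (standard error 0.51, adjusted p = 2.1e-04 from limma) with butyric acid. In all, 516 transcripts had a higher and 2278 a lower response to propionic acid at T4 than at T1, and 877 and 1698 to butyric acid. These counts fell to 212 and 378 for propionic acid and 489 and 1012 for butyric acid without replicate C, and to 214 and 515, and 521 and 704, with all 96 samples. With median-of-ratios scaling they were 1061 and 783 for propionic and 1353 and 1375 for butyric acid.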

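The acids were also compared with each other at T1 and T4, at the unequal concentrations in which they were given. Butyric and propionic acid differed in 469 transcripts at T1, of which 299 were higher and 170 lower with butyric acid (148 and 258 with median-of-ratios scaling), and in 15 at T4, where 872 had an unadjusted p below 0.05. Propionic and acetic acid, which differ by the same step in chain length, differed in 2673 transcripts at T1 and 1784 at T4. Lactic and propionic acid have chains of equal length, and lactic acid carries a hydroxyl group that propionic acid lacks. They differed in 3565 transcripts at T1 and 2104 at T4. *FRP1* at T4 was lower with lactic than with propionic acid by a log2 difference of −3.19 (standard error 0.37, adjusted p = 1.5e-06 from limma). Propionic against acetic acid gave 1.24 (standard error 0.37, adjusted p = 0.016 from limma), and butyric against propionic acid −0.06 (standard error 0.34, adjusted p = 0.94 from limma). *CYB2* (orf19.5000) was higher with butyric than with propionic acid at T1, by 1.58 (standard error 0.20, adjusted p = 1.6e-04 from limma). Across the 5952 tested transcripts, which are not independent replicates, the log2 fold changes of propionic and butyric acid had a Pearson correlation of 0.955 at T1, 0.982 at T2, 0.983 at T3 and 0.981 at T4. Lactic and propionic acid gave 0.726, 0.798, 0.742 and 0.770. The correlation was computed for 24 pairs of acids and times, and no p is given because transcripts are not independent. Fold changes at a time point share their untreated samples, and simulated unchanged groups against these samples gave 0.493, 0.467, 0.453 and 0.508 in place of the propionic and butyric acid pair. With the untreated samples split between both acids, that pair gave 0.925, 0.970, 0.966 and 0.959. For lactic and propionic acid the simulated groups gave 0.504, 0.412, 0.501 and 0.461, and the split untreated samples 0.701, 0.782, 0.721 and 0.745. The counts at T4 fell to 1, 507 and 1160 in the order butyric and propionic, propionic and acetic, and lactic and propionic acid with all 96 samples. Without 1 replicate letter they ran from 5 to 27, from 559 to 1992 and from 1252 to 2561, and the first pair ran from 17 to 344 at T1.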

**Figure 2:**
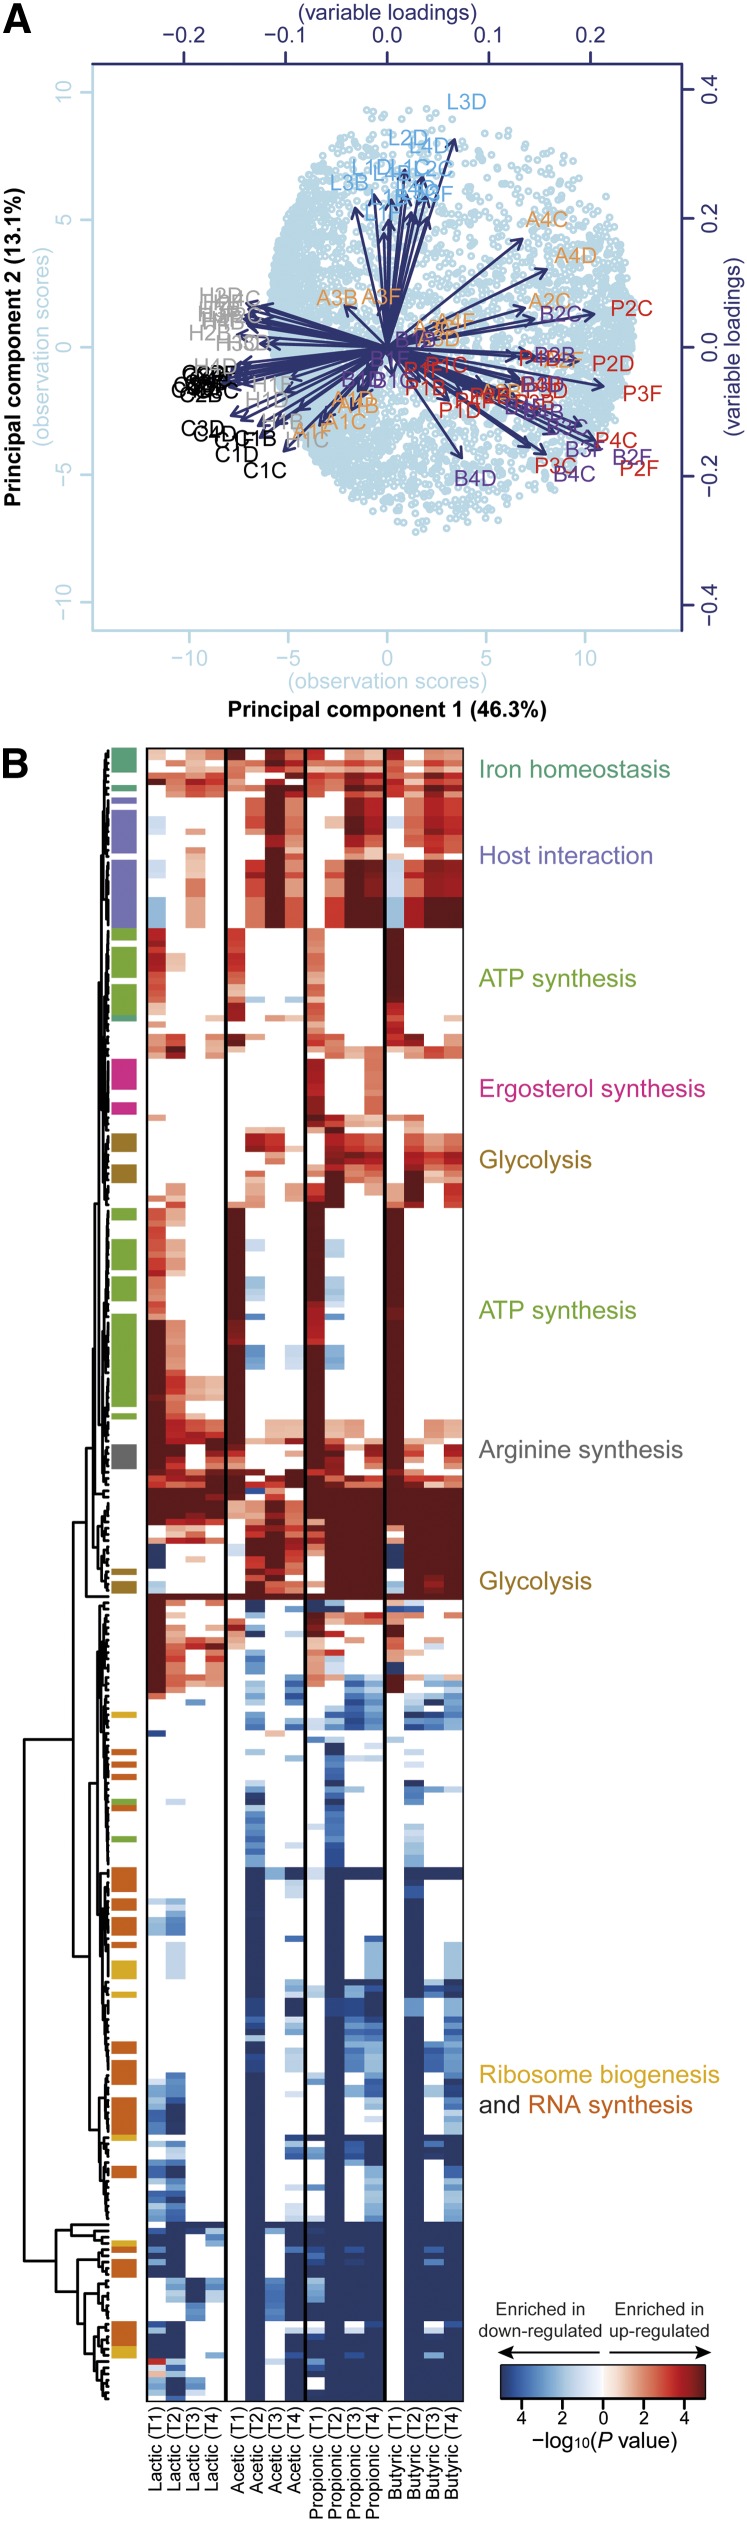
Global transcriptome changes induced by weak organic acids (WOAs) in *Candida albicans*: (A) Principal component analysis of the entire transcriptome dataset of 6453 transcripts across 89 conditions. Samples are plotted by their first two principal components. The first letter of the sample name represents the treatment (C: De Man, Rogosa, and Sharpe medium [MRS] control, H: HCl, L: lactic, A: acetic, P: propionic, B: butyric acid), the middle number represents the time point (1: T1, 2: T2, 3: T3, 4: T4), whereas the last letter refers to the biological replicate (B, C, D, or F). (B) Hierarchical clustering of Gene Ontology (GO) Biological Process terms based on their enrichment in lists of genes differentially expressed in response to individual WOAs and individual time points. Before enrichment analysis, differentially expressed gene lists were removed of genes also significantly modulated in HCl-treated *vs.* untreated cells. The heat map is color-coded based on Bonferroni-corrected *P* values, as indicated by the color bar at the bottom. Only GO terms with an adjusted *P* value < 5 × 10^−4^ in at least one of the 16 conditions were included in the heat map. Related GO terms are color-coded based on the more general functional category indicated on the right. Distance metric: Euclidean.

### Common and specific gene expression changes in *C. albicans* treated with WOAs

To further understand the transcriptional response of *C. albicans* to WOAs, we next performed a supervised analysis to focus on genes significantly regulated in presence of each of the four WOAs at each of the four time points but that were not significantly regulated by HCl. To this end, we first fitted each set of biological replicates to a power law global error model (PLGEM), previously shown to faithfully describe the variance-*vs.*-mean dependence that exists in replicated high-density oligonucleotide microarray datasets as well as mass spectrometry-based proteomics datasets (Pavelka *et al.* 2004, 2008). Here we report for the first time that a PLGEM can be used to model also replicated RNA sequencing-based transcriptomic datasets with excellent goodness-of-fit (Figure S3). Interestingly, the PLGEM slopes obtained in this RNA-sequencing dataset were all between 0.5 and 1, *i.e.*, in the same range of previously described types of data. Hence, we proceeded with the PLGEM analysis pipeline to detect differentially expressed genes at each time point in comparison to time-matched untreated controls and removed genes found to be significantly changing in response to HCl treatment to eliminate transcriptional responses due only to low pH (File S1).

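The power law links the spread of a transcript between replicates to its mean, and its slope was computed for each of the 24 sets of replicates. Transcripts were sorted by mean normalized RPKM into 10 partitions, and a line was fitted to the logarithm of the median SD against that of the mean. The slope lay between 0.681, in untreated samples at T2, and 0.961, in butyric acid samples at T2, with a median of 0.796, and 24 of 24 slopes lay between 0.5 and 1. The coefficient of determination over the partitions ran from 0.951 to 0.996. Over single transcripts the Pearson correlation of log SD with log mean ran from 0.773, in the 2 lactic acid samples at T2, to 0.936. Untreated samples had slopes of 0.714, 0.681, 0.709 and 0.712 from T1 to T4, and propionic acid samples 0.840, 0.893, 0.812 and 0.861. With 2 to 4 replicates per set, no error is given for a single slope.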

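Each acid down-regulated more transcripts than it up-regulated when values were scaled by the mean RPKM of the sample, and the median log2 fold change over all tested transcripts lay below 0. At T1 the median was −0.43 with lactic, −0.13 with acetic, −0.29 with propionic and −0.22 with butyric acid. At T4 it was −0.49, −0.72, −0.61 and −0.40 in the same order. Propionic acid up-regulated 1223 and down-regulated 3105 transcripts at T1, and 1094 and 3639 at T4. Butyric acid up-regulated 1100 and down-regulated 2803 at T1, and 1284 and 3103 at T4. Of these, 342 and 435 changed at least 2-fold with propionic acid at T1 and 496 and 1784 at T4, against 267 and 292, and 561 and 1228, with butyric acid. Lactic acid gave 167 and 1089 at T1 and 200 and 1349 at T4, and acetic acid 158 and 150, and 503 and 2101. Among the genes the paper names, *CAN1* had log2 fold changes of 2.91 to 5.59 over the 16 comparisons of 4 acids at 4 time points, and it passed the test in all 16. The direction of the counts depended on the scaling. Down-regulated transcripts made up 69.3% to 82.9% of those called for the 4 acids at T1 and T4 under mean scaling, and 46.5% to 51.2% under median-of-ratios scaling, which sets the typical transcript to no change.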

We next proceeded with a global functional characterization of these lists of differentially expressed genes, to gain biological insights into the transcriptional responses of *C. albicans* to different WOAs at different time points. To this end, we first obtained statistically significantly enriched GO Biological Process terms among the transcripts significantly up- or down-regulated at each time point and in response to each WOA (File S2). We then clustered these GO terms based on the enrichment scores obtained across each condition (Figure 2B). This analysis revealed several biological processes that were commonly regulated across several different WOAs, as well as processes more specifically modulated by only some WOA or only at a few time points. In general, a richer spectrum of biological processes was identified among the up-regulated genes compared with the down-regulated genes. Among the processes commonly up-regulated by all tested WOAs, iron homeostasis was enriched at all time-points, whereas ATP and arginine biosynthesis mostly at earlier time points. 

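The iron uptake genes *CFL2*, *FET3* and *FRP1* were up-regulated by each acid at each time point. The paper counts them among its core genes, which were chosen by such calls in these same samples. Their passing is therefore not independent evidence on iron genes as a group. The iron permease gene *FTR2* had negative log2 fold changes in all 16 comparisons. *CFL2* (orf19.1264), a ferric reductase gene, *FET3*, which encodes a multicopper oxidase, and *FRP1* passed the test in all 16 comparisons of acids and times, with log2 fold changes of 2.68 to 4.27, 1.39 to 2.44 and 2.84 to 7.56. *FRP1* had a normalized RPKM of 1683 ± 452 (SD, n = 4) with propionic acid and 184 ± 56.1 (SD, n = 3) with lactic acid at T4, and of 9.17 ± 4.45 (SD, n = 4) without treatment. These are log2 fold changes of 7.43 (standard error 0.34, adjusted p = 1.6e-13 from limma) and 4.24 (standard error 0.37, adjusted p = 2.9e-08 from limma). At T4 each propionic acid sample lay above each untreated sample (exact permutation test, p = 0.0286, the smallest that 4 samples against 4 allow). The same held for the 3 lactic acid samples (p = 0.0571, the smallest that 3 against 4 allow in this exact test). *CFL2* rose from 32.4 ± 7.39 (SD, n = 4) to 326 ± 82.8 (SD, n = 4) with acetic acid at T1, a log2 fold change of 3.28 (standard error 0.28, adjusted p = 5.6e-09 from limma). *FET3* rose from 214 ± 17.7 (SD, n = 4) to 855 ± 169 (SD, n = 4) with butyric acid at T1, by 1.98 (standard error 0.16, adjusted p = 7.5e-10 from limma). Gene symbols could be assigned only to genes that the paper itself pairs with identifiers, so wider lists of iron, ATP or arginine genes were not counted.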

Genes involved in glycolysis and in interaction with the host were commonly up-regulated by acetic, propionic, and butyric acid, most especially at later time points. Ergosterol biosynthesis, on the other hand, was specifically enriched only in genes up-regulated by propionic acid and, curiously, only at T1 and T4. Conversely, within the set of down-regulated genes most biological processes were linked to either RNA synthesis or ribosome biogenesis. 

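*RPL13* (orf19.2994), a gene of the large ribosomal subunit, was down-regulated in all 16 comparisons, with log2 fold changes of −2.15 to −0.40. The paper counts *RPL13* among its core genes, which were chosen by such calls in these same samples. Its normalized RPKM at T4 was 1328 ± 369 (SD, n = 4) with propionic, 1337 ± 324 (SD, n = 4) with butyric, 1824 ± 467 (SD, n = 3) with acetic and 2109 ± 222 (SD, n = 3) with lactic acid, against 4189.9 ± 198 (SD, n = 4) without treatment. For propionic acid this is a log2 fold change of −1.70 (standard error 0.18, adjusted p = 8.8e-08 from limma), or −1.09 relative to the median of all tested transcripts. Relative to that median, acetic acid gave −0.51 and lactic acid −0.50. With HCl *RPL13* did not pass the test at any time point, with log2 fold changes of −0.16 to −0.12. With median-of-ratios scaling the gene was down-regulated in 15 of 16 comparisons and fell short of the threshold with lactic acid at T2, where 2 samples were left.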

Although many of these GO terms were only found to be enriched in response to acetic, propionic, and butyric acid, several RNA synthesis and ribosome biogenesis biological processes were also found in response to lactic acid, albeit often at different time points for different acids. Overall, this analysis revealed a complex portrait of the transcriptional response of *C. albicans* to WOAs, with a few important functional differences between acids and between time points, but also several commonly regulated biological processes.

### The core transcriptional response of *C. albicans* to WOAs

To more systematically investigate the similarity between the gene expression profiles induced by the different WOAs at the different time points, we evaluated the degree of overlap between all lists of up- and down-regulated genes obtained in this study (Figure 3A and Figure S4A). By this analysis, we detected highly significant overlaps between different WOA responses, many of which shared >40% of genes in common and some of which as high as >80% (*i.e.*, genes up-regulated by propionic or by butyric acid at T3 and T4). 

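The lists of genes up-regulated by propionic and by butyric acid shared 82.8% of their union at T3 (140 transcripts of lists of 156 and 153) and 80.4% at T4 (180 of 191 and 213). At T1 and T2 these acids shared 64.7% and 73.7%. The lists were called by PLGEM at a significance level of 0.0005, after removal of transcripts that were called with HCl at the same time point. Of 96 pairs of up-regulated lists of different acids, 15 shared more than 40% and 2 more than 80%, and of 96 pairs of down-regulated lists 14 shared more than 40% and 0 more than 80%. Fisher's exact test, one-sided, gave a Benjamini-Hochberg adjusted p below 0.05 for all 192 of these pairs, and its largest unadjusted p was 6.1e-05. Lists of the same time point share their untreated samples. Simulated unchanged groups against the same untreated samples gave lists of 1.48 transcripts at T3 and 1.88 at T4 on average, of which 21.0% and 17.1% were shared. With the untreated samples divided between both acids, the overlap was 79.2% at T3 and 75.4% at T4. The overlap at T3 fell to 70.9% with all 96 samples and to 63.7% with the model fitted on the treated samples.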

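The ratio of intersection over union was computed for all pairs of the 16 up-regulated lists. For pairs of different acids it ran from 10.7% to 82.8%, with a median of 26.1%. For the 24 pairs of the same acid at different times it ran from 12.9% to 73.5%, with a median of 36.8%, and 10 of these pairs exceeded 40%. At T4, lactic acid shared 22.7% of up-regulated transcripts with acetic, 25% with propionic and 24.3% with butyric acid. Acetic acid shared 39.2% with propionic acid and 34.3% with butyric acid. For lactic and acetic acid at T4 these were 56 shared transcripts, where independent lists of the same sizes would share 2.95. For pairs of the same acid, the largest p of Fisher's exact test (one-sided) was 9.8e-44. The 24 pairs are not independent of each other, since each list enters several of them.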

More precisely, genes up-regulated at any given time point in response to any given WOA displayed relatively high overlap with genes up-regulated at the same or at any other time point in response to the same or any other WOA (Figure 3A and Figure S4A). 

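Down-regulated transcripts of different acids shared 2.88% to 77.01% of their union, with a median of 17.1%. Propionic and butyric acid shared 53.5% of them at T3 and 77.01% at T4, and acetic and propionic acid 61.5% at T2 and 40.5% at T4. For the same acid at different times the overlap ran from 3.32% to 63.0%, with a median of 22.9%, and 5 of 24 pairs exceeded 40%. The largest p of Fisher's exact test (one-sided) among these was 2.6e-05. The number of pairs of different acids above 40% was 14 and depended on the settings, with 6 when the model was fitted on the treated samples and 72 at a significance level of 0.005.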

A similar picture was found for genes down-regulated by WOAs.

**Figure 3:**
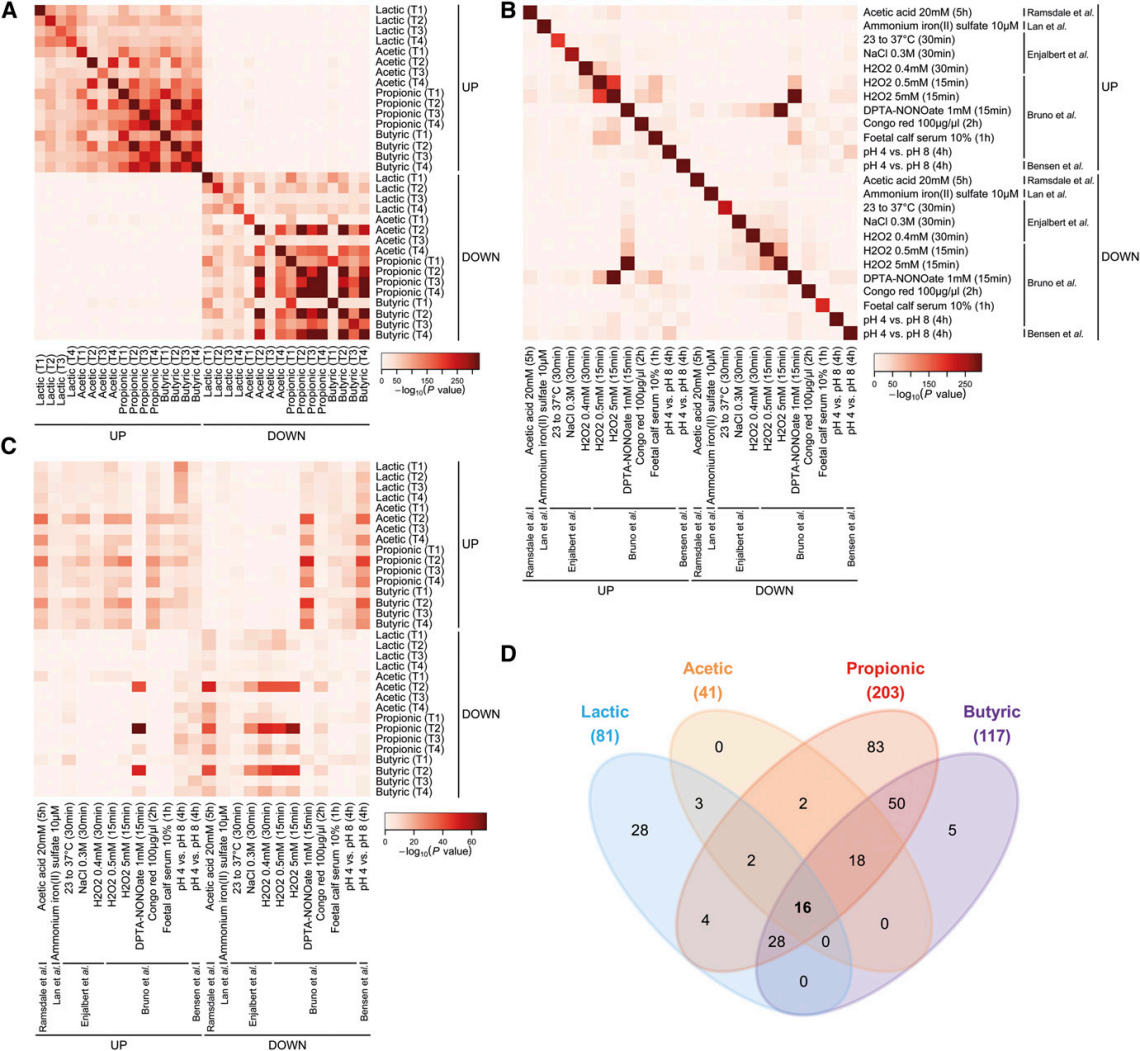
The core transcriptional response of *Candida albicans* to weak organic acids (WOAs): (A−C) Pair-wise overlap analysis between individual lists of genes up- or down-regulated under the indicated conditions. Each heat map is color-coded based on Fisher exact test *P* values between the indicated pair of gene lists according to the color key next to each heat map. Only *P* values for significant overlaps (*i.e.*, odds ratio > 1) are reported. (A) Data relative to lactic, acetic, propionic, and butyric acid are from the present study. (B−C) Gene lists related to acetic acid treatment, iron depletion, heat shock, hyperosmotic stress, oxidative stress, nitrosative stress, Congo red treatment, serum stimulation, and low pH were obtained from previously published work (Enjalbert *et al.* 2003; Bensen *et al.* 2004; Lan *et al.* 2004; Ramsdale *et al.* 2008; Bruno *et al.* 2010) and filtered based on a twofold change threshold. (D) Four-way Venn diagram representing the number of shared and unique genes identified as differentially expressed in each WOA treatment. The figure only reports genes significantly regulated compared to the untreated control (De Man, Rogosa, and Sharpe medium [MRS]) at all four time points, but not in MRS pH 5.5 (power law global error model significance level: 5 × 10^−4^).

In an attempt to further annotate these transcriptional responses, we included in this meta-analysis also a series of published lists representing genes differentially expressed (fold change ≥2) in *C. albicans* in response to various kinds of stresses, *i.e.*, heat shock, hyperosmotic stress, oxidative stress, nitrosative stress, treatment with acetic acid or a cell wall perturbing agent, iron depletion, and low pH (Enjalbert *et al.* 2003; Lan *et al.* 2004; Bensen *et al.* 2004; Ramsdale *et al.* 2008; Bruno *et al.* 2010). A few overlaps between previously published stress responses were found; however, most of these overlaps were much lower in both magnitude and statistical significance as compared with overlaps between WOA responses (Figure 3B and Figure S4B). For instance, differentially expressed gene lists obtained under different concentrations of H_2_O_2_ overlapped between each other at most by ~33%, whereas between serum and H_2_O_2_ the overlap was ~20%. Interestingly, genes up-regulated by H_2_O_2_ were significantly enriched in genes down-regulated by a nitric oxide donor, and vice versa, suggesting an opposite transcriptional regulation in response to oxidative and nitrosative stress. In contrast to previous work in *S. cerevisiae* (Gasch *et al.* 2000) and in accordance with a previous report in *C. albicans* (Enjalbert *et al.* 2003), no global resemblance was observed between transcriptional responses of *C. albicans* to different stresses.

When cross-comparing the WOA responses with the previously published stress responses, we found genes up-regulated by the SCFAs acetic, propionic, and butyric to be significantly overlapping with genes down-regulated by nitrosative stress and low pH, most especially at T2 (Figure 3C and Figure S4C). Conversely, genes down-regulated by the same SCFAs at the same time point were enriched in genes up-regulated by nitric oxide and in genes down-regulated by acetic acid, osmotic stress, and oxidative stress. However, both enrichment *p*-values and overlap percentages (all <20%) were far less significant than when comparing WOA responses between each other. Together these results suggest the existence of a stereotypical transcriptional response to WOAs that is largely unrelated to any other previously investigated stress response in *C. albicans*.

Motivated by the relatively high level of similarity between the transcriptional responses of *C. albicans* to individual WOAs at individual time points, we further investigated the overlap between all lists of differentially expressed genes under more stringent conditions, *i.e.*, focusing only on genes consistently and significantly modulated across the entire time course. 

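The transcripts called in the same direction at T1, T2, T3 and T4 and not called with HCl at the same time point numbered 82 with lactic acid (52 up- and 30 down-regulated), 41 with acetic acid (29 and 12), 200 with propionic acid (86 and 114) and 117 with butyric acid (76 and 41). With median-of-ratios scaling the up- and down-regulated numbers were 151 and 4 with lactic, 65 and 4 with acetic, 193 and 36 with propionic and 147 and 16 with butyric acid, so the direction of the split depends on the scaling. The calls came from PLGEM, fitted on the untreated samples of each time point, with 10000 resamplings and a significance level of 0.0005 over 6450 transcripts. At that level about 3.23 transcripts per comparison, up- and down-regulated together, would pass without any change. This holds for a single time point, whereas the lists here need a call in the same direction at T1, T2, T3 and T4. Of the named genes, *CFL2*, *FET3* and *FRP1* were among the transcripts changed consistently by each of the 4 acids. The counts depended on the calling. They were 883, 114, 501 and 309 (lactic, acetic, propionic, butyric) for limma calls of at least 2-fold, and 1412, 383, 1364 and 859 for PLGEM at a level of 0.005.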

According to this analysis, 81 genes were found to be consistently modulated by lactic acid at all four time points, whereas 41 were consistently modulated by acetic, 203 by propionic, and 117 by butyric acid (Table S1). When we analyzed the overlap between these gene sets, we found that 83 genes were regulated only by propionic acid, 28 were specifically modulated by lactic acid, and 5 by butyric acid (Figure 3D), indicating that the cellular effect of each of these WOAs might be readily distinguishable from each other on the basis of these gene expression profiles. 

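Of the consistently changed transcripts, 82 were changed by propionic acid alone (15 up-regulated), 28 by lactic acid alone (23 up-regulated) and 7 by butyric acid alone (all up-regulated), and 0 by acetic acid alone. A further 48 were shared by propionic and butyric acid and no other acid (32 up-regulated), 28 by lactic, propionic and butyric acid (12 up-regulated), and 18 by acetic, propionic and butyric acid (12 up-regulated). Lactic and propionic acid shared 5 with no other acid, and lactic and acetic acid shared 4. *CYB2* was among the lactic acid transcripts and *FRP2* (orf19.7112) among those of butyric acid. A transcript in the group of 1 acid passed the threshold with that acid at 4 time points and missed it at 1 or more with the others, which is not a test of a difference between acids. With median-of-ratios scaling, propionic acid alone held 66 (47 up-regulated), lactic acid alone 78 (77) and butyric acid alone 10 (10). Propionic and butyric acid then shared 69 (59), lactic, propionic and butyric acid 25 (23), and acetic, propionic and butyric acid 23 (19). For limma calls of at least 2-fold, the group of lactic acid alone held 645 transcripts and that of butyric acid alone 26. With the model fitted on the treated samples, the group of propionic acid alone held 21. Leaving out any 1 replicate letter lowered the groups of lactic acid alone and of butyric acid alone.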

Among the genes specifically up-regulated by lactic acid, we found a significant enrichment of genes involved in carboxylic acid metabolism, including *CYB2* (orf19.5000), the ortholog of a lactate dehydrogenase gene that was shown to allow *C. glabrata* to assimilate lactate as a sole carbon source (Ueno *et al.* 2011). 

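*CYB2* was up-regulated by lactic acid at all 4 time points. Its normalized RPKM was 119.5 ± 12.8 (SD, n = 4) with lactic acid at T1 and 9.53 ± 0.273 (SD, n = 4) without treatment, a log2 fold change of 3.51 (standard error 0.20, adjusted p = 1.7e-12 from limma). At T4 it was 103 ± 23.4 (SD, n = 3) against 10.95 ± 1.54 (SD, n = 4), a log2 fold change of 3.11 (standard error 0.37, adjusted p = 8.4e-07 from limma). At both times each lactic acid sample lay above each untreated sample, with exact permutation p-values of 0.0286 at T1 and 0.0571 at T4, the smallest that the group sizes allow. Against propionic acid, which lacks the hydroxyl group of lactic acid, *CYB2* was higher with lactic acid by 3.38 (standard error 0.20, adjusted p = 1.2e-11 from limma) at T1 and 4.24 (standard error 0.37, adjusted p = 2.4e-08 from limma) at T4, at the unequal doses used. Butyric acid at T1 also raised the gene, to 34.5 ± 9.65 (SD, n = 4), by 1.72 (standard error 0.20, adjusted p = 1.5e-07 from limma). In the 16 comparisons of acids and times it was up-regulated in 5 and down-regulated in 4. Under the alternative settings these numbers ran from 5 to 6 and from 1 to 5. PLGEM called it up-regulated in 5 comparisons and consistently with lactic acid alone. The call with propionic acid at T4 was lost with all 96 samples, with median-of-ratios scaling and without replicate B, and that with acetic acid at T4 with all 96 samples, with this scaling and without replicate C. Acetic acid at T1 was called up-regulated with this scaling, with the replicate block, with only 2 groups in the fit and without replicate F. With acetic acid at T4 the log2 fold change was −1.33 (standard error 0.37, adjusted p = 0.0024 from limma), and −0.21 with all 96 samples, which add acetic acid at T4 replicate B with 104 normalized RPKM against 2.18, 4.10 and 5.46 in the other 3. For propionic acid at T1 and butyric acid at T4 it changed sign without replicate F, to −0.15 and −0.23.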

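Of the 82 transcripts consistently changed by propionic acid alone, 67 were down-regulated. Of the 48 shared with butyric acid and no other acid, 16 were down-regulated. The direction depended on the scaling. With median-of-ratios scaling 19 of 66 and 10 of 69 were down-regulated. No gene named by the paper with an identifier fell into either group. The 48 shared transcripts became 17 with the model fitted on the treated samples, 122 with limma calls of at least 2-fold and 209 at a PLGEM level of 0.005. Terms of carboxylic acid metabolism could not be counted, since the annotation of these transcripts was not available.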

Although underlain by distinct sets of genes, the 83 propionic-specific genes and the 50 genes commonly regulated by both propionic and butyric acid (but by no other WOA) also were significantly enriched in carboxylic acid metabolism. In addition, the 83 propionic-specific genes were highly enriched in genes involved in translation, ribosome biogenesis, and RNA synthesis, consistent with the previous GO analysis (Figure 2B) that showed these biological functions to be overrepresented among the genes down-regulated by this WOA at all time points, whereas for other WOAs this effect was observed only at some but not all time points. Although no statistically significant enrichment of GO biological functions was found among the five butyric-specific genes, we noticed the presence of the putative ferric reductase *FRP2* (orf19.7112) in this list as well as a significant overrepresentation of iron transporters in the 18 genes specifically regulated by all three SCFAs (acetic, propionic, and butyric), but not by lactic acid, further corroborating the involvement of iron homeostasis in the transcriptional stress response to WOAs. 

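*FRP2* was up-regulated by butyric acid at each time point. Its normalized RPKM was 53.5 ± 10.96 (SD, n = 4) with butyric acid at T1 and 7.05 ± 0.613 (SD, n = 4) without treatment, a log2 fold change of 2.74 (standard error 0.20, adjusted p = 3.0e-10 from limma). At T4 it was 75.2 ± 19.9 (SD, n = 4) against 9.30 ± 1.43 (SD, n = 4), a log2 fold change of 2.85 (standard error 0.22, adjusted p = 9.6e-10 from limma). In each case the samples did not overlap (exact permutation test, p = 0.0286). The limma test called the gene up-regulated in all 16 comparisons, with log2 fold changes of 0.80 to 3.37, and in 14 with all 96 samples. PLGEM called it in 10 of 16, and at all 4 time points with butyric acid only. At T3 its PLGEM p was 0.0005002 with propionic and 0.00055 with acetic acid at a level of 0.0005. Over 20 other seeds of the resampling the former passed in 4 and the latter in 0. Between butyric and propionic acid the log2 difference was −0.13 (standard error 0.20, adjusted p = 0.73 from limma) at T1 and 0.11 (standard error 0.22, adjusted p = 0.81 from limma) at T4. Lactic acid gave less than propionic acid at T4, by −1.56 (standard error 0.24, adjusted p = 3.7e-05 from limma). The PLGEM calls for the gene covered all time points for acetic, propionic and butyric acid at a level of 0.005 or with median-of-ratios scaling, and for no acid without replicate B or without replicate C.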

Finally, the 18 SCFA-specific genes also were enriched in genes involved in the response to reactive oxygen species, in accordance with the aforementioned significant overlap with the previously published oxidative stress response genes (Figure 3C).

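In all, 16 transcripts were called by PLGEM in the same direction with the 4 acids at the 4 time points and were not called with HCl at the same time point. They are *CFL2*, *MP65* (orf19.1779), *PIR1*, *ASR1* (orf19.2344), *FET3*, *DAG7* (orf19.4688), *COI1*, *FRP1*, orf19.6311, *ICL1*, *FTR1* (orf19.7219), *CAN1*, *RPL13*, *HSP90*, *FTR2* and orf19.3340. Of these, orf19.3340 carries no name in the paper and is named here because it passed the same criteria. By limma, *ICL1* was up-regulated by HCl at 3 time points, *FET3*, *COI1* and *FRP1* at 1 each, and *FTR2* was down-regulated at 1. *GDH3* was up-regulated by PLGEM in 12 of the 16 comparisons left after removal of the HCl calls. It was removed at T1, where its p with HCl was 0.000498 at a level of 0.0005. Over 20 other seeds of the resampling this p ran from 0.000492 to 0.000512. *GDH3* was among the shared transcripts with 14 of these seeds, and the number shared ran from 15 to 18. With all transcripts called in HCl kept in the lists, 29 transcripts were shared by the 4 acids, 25 of them up-regulated. The number of shared transcripts was 34 with median-of-ratios scaling, all of them up-regulated, 47 with limma calls of at least 2-fold and 240 at a PLGEM level of 0.005. The last number includes a transcript whose direction was not the same with every acid.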

Despite all the differences between the transcriptional responses induced by each individual WOA, however, this analysis also revealed a core set of 16 genes that were commonly regulated by all WOAs at all times and independently of pH (Figure 3D). Thirteen of these were commonly up-regulated and three commonly down-regulated at all analyzed time points (Figure S5). 

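The shared transcripts comprised 13 up-regulated and 3 down-regulated ones, the latter being *RPL13*, *HSP90* and *FTR2*. *ICL1* had log2 fold changes of 2.72 to 4.70 over the 16 comparisons of acids and times by limma. At T1 its normalized RPKM reached 481 ± 82.0 (SD, n = 4) with propionic acid, a log2 fold change of 4.68 (standard error 0.22, adjusted p = 1.5e-13 from limma), against 1.28 with HCl at T4. *CAN1* rose from 4.12 ± 0.847 (SD, n = 4) without treatment to 237 ± 98.7 (SD, n = 3) with acetic acid at T4, by 5.44 (standard error 0.46, adjusted p = 6.1e-09 from limma). *GDH3* was up-regulated by limma in all 16 comparisons, with log2 fold changes of 2.29 to 3.98. Its normalized RPKM at T1 was 1229.7 ± 218 (SD, n = 4) with lactic acid, 174 ± 23.0 (SD, n = 4) with HCl and 90.8 ± 21.4 (SD, n = 4) without treatment. With median-of-ratios scaling, *RPL13* passed the limma test in 15 and *FTR2* in 14 of 16 comparisons, and under PLGEM 0 transcripts remained in the down-regulated core. From the sharing across acids and times after removal of the HCl responses, the paper describes these genes as a core response to WOAs that does not depend on pH.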

When we compared this core transcriptional response with that of other published *C. albicans* stress responses, we found the largest similarity with the transcriptional response to reactive oxygen species, with 8 of 13 commonly up-regulated genes and 1 of 3 commonly down-regulated genes (Table S2). Moreover, *CFL2* (orf19.1264), *COI1* (orf19.5063), *FRP1* (orf19.5634), *PIR1* (orf19.220), *FET3* (orf19.4211), *FTR1* (orf19.7219), and *FTR2* (orf19.7231) (all found here to be consistently regulated by all WOAs at all times) were previously reported to be part of the regulatory circuit underlying iron homeostasis (Lan *et al.* 2004; Chen *et al.* 2011). 

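The paralogous genes *FTR1* and *FTR2*, which encode high-affinity iron permeases, moved in opposite directions in all 16 comparisons of acids and times. The log2 fold changes were 1.64 to 4.03 for *FTR1* and −4.55 to −1.93 for *FTR2*. With acetic acid at T4, *FTR1* was 971 ± 78.2 (SD, n = 3) against 91.2 ± 20.4 (SD, n = 4) in normalized RPKM, a log2 fold change of 3.42 (standard error 0.37, adjusted p = 1.4e-07 from limma). *FTR2* was 22.4 ± 16.0 (SD, n = 3) against 191 ± 6.67 (SD, n = 4), a log2 fold change of −3.24 (standard error 0.94, adjusted p = 0.0034 from limma). In each sample *FTR2* was taken as a percent of *FTR1*, which ran from 74.2% to 281% with a median of 199% in the 16 untreated samples, and from 0.185% to 35.2% with a median of 2.49% in the 57 acid samples. At T1 it ran from 24.6% to 81.8% in the 4 HCl samples and from 74.2% to 107% in the 4 untreated samples. *COI1* had log2 fold changes of 1.75 to 3.27 and the cell wall gene *PIR1* of 0.70 to 2.73, and both passed the test in all 16 comparisons. *PIR1* with butyric acid at T4 was 914 ± 182 (SD, n = 4) against 159 ± 9.30 (SD, n = 4), a log2 fold change of 2.50 (standard error 0.17, adjusted p = 1.1e-10 from limma). The paralogs may share reads, which was not examined at the level of reads. The paper describes its reads as uniquely mapped, and reports that quantitative PCR with primers for each paralog largely bore out the core genes. *FTR2* with lactic acid fell short of the threshold at T2 and T4 with median-of-ratios scaling, and at T4 without replicate B, C or D or with no filter. *PIR1* with acetic acid at T1 fell short without replicate B (log2 fold change 0.68). Replicate F of propionic and of butyric acid at T4 held 153 and 166 normalized RPKM of *FTR2*, and without this letter the log2 fold changes at T4 were −4.83 and −4.04 in place of −3.70 and −3.07.

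**Figure D2:**
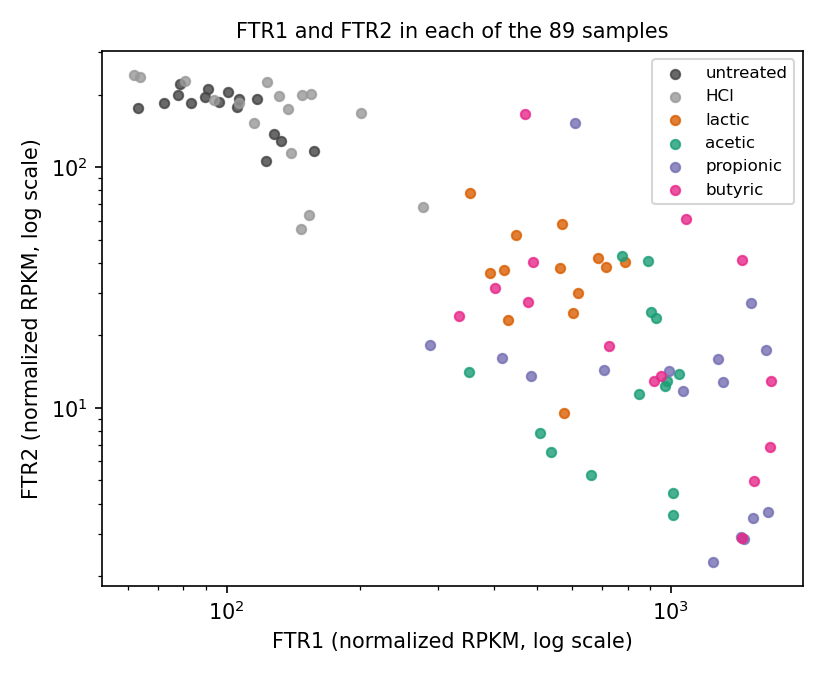
Normalized RPKM of *FTR1* (x axis, log scale) and *FTR2* (y axis, log scale) in each of the 89 samples, coloured by treatment. Each acid sample lies below the untreated samples in the ratio of *FTR2* to *FTR1*, which was at most 35.2% with an acid and at least 74.2% without treatment. The HCl samples at T1 began at 24.6% and overlapped with both.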

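*HSP90* was down-regulated in all 16 comparisons of acids and times, with log2 fold changes of −2.27 to −0.63. At T1 its normalized RPKM was 798 ± 83.3 (SD, n = 4) with lactic, 1198 ± 171 (SD, n = 4) with acetic, 776 ± 52.8 (SD, n = 4) with propionic and 913 ± 127 (SD, n = 4) with butyric acid, against 1841 ± 62.1 (SD, n = 4) without treatment. At T4 it was lowest with acetic acid, at 411 ± 182 (SD, n = 3) against 1872 ± 89.0 (SD, n = 4), a log2 fold change of −2.27 (standard error 0.24, adjusted p = 1.2e-07 from limma). Relative to the median of all tested transcripts this is −1.55, and the smallest relative change was −0.50, with acetic acid at T1. HCl gave log2 fold changes of −0.18 to −0.05, and none passed the test. With median-of-ratios scaling the gene remained down-regulated in 16 of 16 comparisons.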

On the opposite spectrum, the heat shock chaperone *HSP90* (orf19.6515), found here as consistently down-regulated by all WOAs at all time-points, was not reported as down-regulated in any other published *C. albicans* stress response study included in our meta-analysis. Quantitative real-time polymerase chain reaction analysis largely confirmed the expression changes identified by RNA-seq for the 16 core WOA stress response genes (File S3 and Table S3). For lactic acid, which was used at a relatively high concentration in the RNA-seq experiment to have a similar growth inhibitory effect as the other WOAs at pH 5.5, these results were further confirmed at a more physiological concentration (64 mM) and at pH 4.5 (Figure S6F). This pH is between that of the gastric and the vaginal mucosa, two prominent niches where lactobacilli normally are found in both mice and humans (Yamaguchi *et al.* 2005; Cribby *et al.* 2008; Walter 2008; O’Hanlon *et al.* 2011).

### WOAs decrease intracellular iron and ribosomal RNA in *C. albicans*

Although only a relatively low overall overlap was found between the published list of genes regulated under low iron and all differentially expressed genes found in this study (Figure 3A), iron homeostasis was among the few consistently enriched GO biological processes found across all time points and all WOAs (Figure 2B), and many of the core transcriptional response genes were previously reported to be modulated in low iron conditions in the same direction as our data revealed in response to WOAs (Table S2) (Lan *et al.* 2004; Ramanan and Wang 2000). Based on these findings, we hypothesized that *C. albicans* treated with WOAs might enter a physiological state that, at least in part, resembles the one adopted in a low iron environment. We therefore employed a colorimetric assay (Hsu *et al.* 2011) to quantitatively measure the concentration of iron in both the culture media and supernatants of cells treated with WOAs as well as in cell pellets from the same cultures. Whereas in no case the amount of iron in the extracellular space was found to be limiting for growth (Figure 4A), we surprisingly observed that, as early as 4 hr after incubation with any of the four WOAs the intracellular concentration of iron was reduced by ~60% compared with the untreated cells (Figure 4B). In contrast, in control cultures treated for the same amount of time with HCl to match the same pH (5.5) or with unrelated compounds also known to affect the growth of *C. albicans* to the same extent (*i.e.*, nourseothricin or NaCl), the intracellular iron concentration was only reduced by ~21% or ~15%, respectively. These results show for the first time that WOAs are endowed with the specific effect of reducing intracellular iron concentrations in *C. albicans*. Because WOAs reduced *C. albicans* growth (Figure 1B) (Huang *et al.* 2011), and iron is essential for growth of this species (Ramanan and Wang 2000; Lan *et al.* 2004), we therefore tested whether alteration of intracellular iron concentrations played a role in the inhibition of *C. albicans* growth by WOAs. To this end we used a mutant strain (*sfu1*Δ) previously shown to import more iron than wild type (Chen *et al.* 2011) to test whether counteracting the decreased intracellular iron concentrations would counteract the growth-inhibitory effect of WOAs. As expected, *sfu1*Δ *C. albicans* cells displayed a twofold increase in intracellular iron concentration both in presence and in absence of butyric acid, which brought the intracellular iron concentration of WOA-treated *sfu1*Δ cells to closely resemble the one of untreated wild-type cells (Figure 4C). However, butyric acid had a similar effect on the growth of mutant and wild-type cells, indicating that restoring normal intracellular iron levels is not sufficient to bypass the growth inhibition imposed by WOAs on *C. albicans*.

**Figure 4:**
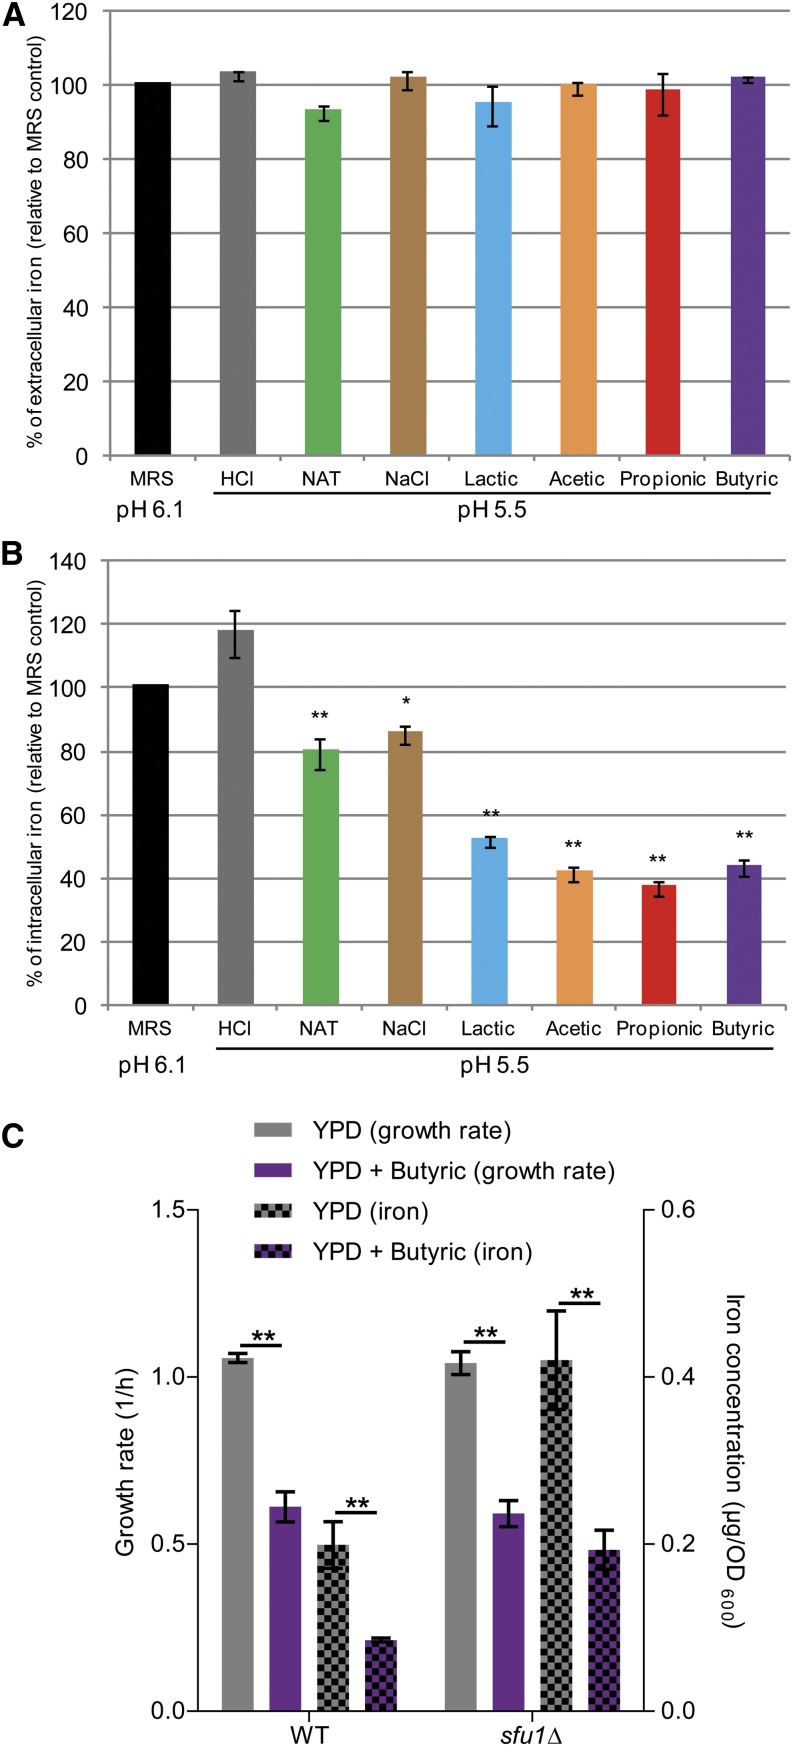
Weak organic acids reduce intracellular iron concentrations in *Candida albicans*: (A−B) *C. albicans* cells were grown under the indicated conditions, and the relative concentration of iron was determined in the culture supernatant (A) or in the cell pellet (B) using a colorimetric assay. MRS, De Man, Rogosa, and Sharpe medium; NAT, nourseothricin. (C) *C. albicans sfu1*Δ mutant and isogenic control (wild type; WT) cells (Noble *et al.* 2010) were grown under the indicated conditions and the relative concentration of iron was determined in the cell pellet using the same colorimetric assay. n = 3; *P < 0.05; **P < 0.01.

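*RPL13*, a ribosomal protein gene, had a lower normalized response at T4 than at T1. Averaged over the 4 acids, its log2 fold change was lower at T4 by −0.70 (standard error 0.18, adjusted p = 0.0013 from limma), tested as an interaction with culture as a random effect. By acid, the difference was −1.03 (standard error 0.23, adjusted p = 2.8e-04 from limma) with butyric, −0.81 (standard error 0.24, adjusted p = 0.0024 from limma) with acetic and −0.78 (standard error 0.23, adjusted p = 0.0057 from limma) with propionic acid. With lactic acid it was −0.19 (standard error 0.24, adjusted p = 0.77 from limma) and did not pass the test. The median of all transcripts also fell from T1 to T4. Relative to it, the difference was −0.13 with lactic, −0.25 with acetic, −0.45 with propionic and −0.85 with butyric acid, and −0.42 on average. No other gene of RNA synthesis or ribosome biogenesis could be matched to its identifier.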

The GO enrichment analysis also revealed a distinctive down-regulation of genes involved in RNA synthesis and ribosome biogenesis (Figure 2B), most especially during chronic exposure to WOAs. In accordance, we noticed during sample preparation a significant decrease in the yield of total RNA extracted per unit biomass between WOA-treated and -untreated samples (~50%) as well as between late and early time points (up to ~90%) (Figure 5A). Moreover, WOA treatment caused a significant reduction in the relative abundance of ribosomal RNA over total RNA (Figure 5B). These data suggest that prolonged exposure of *C. albicans* to WOAs leads to a general down-regulation of both transcription and translation.

**Figure 5:**
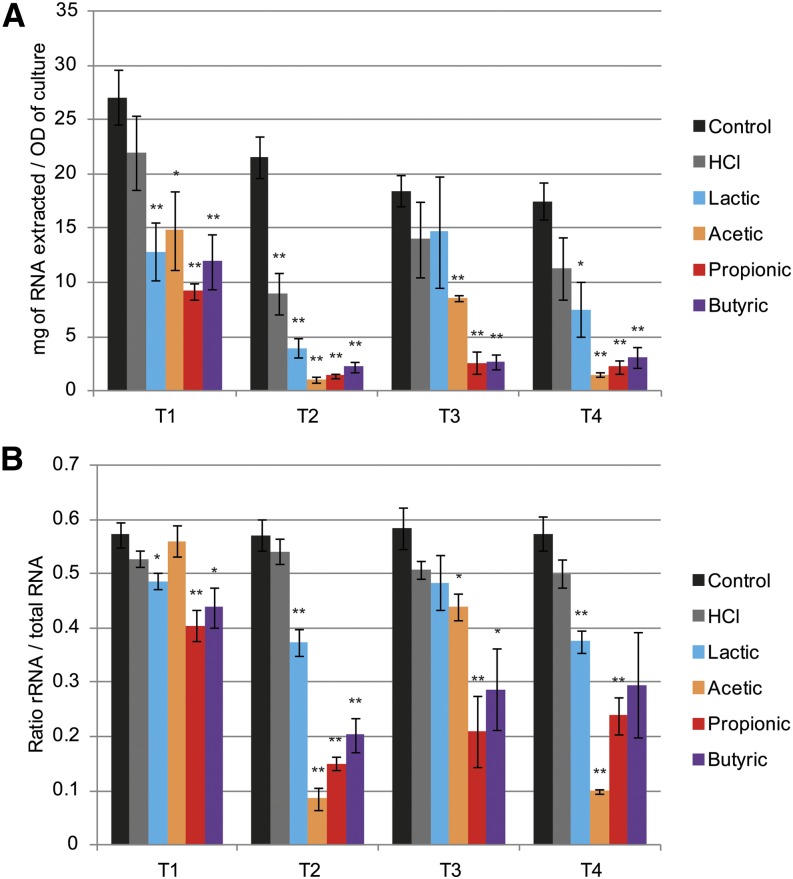
Weak organic acids reduce total RNA and ribosomal RNA in *Candida albicans*: Total RNA content and relative rRNA abundance in cell pellets used for RNA deep-sequencing experiment. (A) Total RNA extraction yield quantified by RiboGreen assay. (B) rRNA *vs.* total RNA ratio estimated by areas under the peaks found on Bioanalyzer electropherograms. n = 4; *P < 0.05; **P < 0.01.

## Discussion

In the present study, we comprehensively investigated the effect of WOAs on the transcriptome of the opportunistic fungal pathogen *C. albicans*. WOAs represent the most abundant group of microbiota-derived metabolites found on human body surfaces, where *C. albicans* is thought to reside as a benign commensal. However, with the exception of a few studies (Noverr and Huffnagle 2004; Ramsdale *et al.* 2008; Huang *et al.* 2011; Kohler *et al.* 2012), little was known about the effects of the WOAs lactic, acetic, propionic, and butyric acid on *C. albicans*.

Our unbiased transcriptomic approach revealed both commonalities and differences in the global transcriptional response of *C. albicans* to lactic, acetic, propionic, and butyric acid. Despite marked differences between acids and between time points, we were nonetheless successful in identifying a pH-independent core transcriptional response to all four tested acids at all times. Two possible scenarios can explain this apparent contradiction. Although each WOA might interact with its own unique cellular target, effects downstream of these interactions might partially converge on a shared set of genes. Alternatively, each WOA might interact with more than one target, some of which might be shared between acids. Although further research is required to fully understand the mechanism of action of each of these microbiota-derived metabolites on *C. albicans* biology, these results clearly suggest that the effect of WOAs cannot simply be attributed to a response to acidification. In fact, we found little or no overlap between our lists of differentially expressed genes and the genes previously reported to respond to low pH (Figure 3C and Figure S4C) (Bensen *et al.* 2004). Moreover, although we found up-regulation of iron acquisition genes as part of the core response conserved across WOAs, a similar transcriptional response was previously reported to occur under alkaline, as opposed to acidic, conditions (Bensen *et al.* 2004). Overall, our data are consistent with previous conclusions that *C. albicans* does not possess a general transcriptional response to stress (Enjalbert *et al.* 2003), unlike in the other yeast species *Saccharomyces cerevisiae* and *Schizosaccharomyces pombe*, where a stereotypical gene expression modulation termed the “environmental stress response” was found to be consistently engaged in response to a large variety of different stresses (Gasch *et al.* 2000; Chen *et al.* 2003). Nevertheless, and most probably because of the chemical and structural similarity between the herein-tested WOAs, we were able to identify a set of 16 genes commonly regulated by all WOAs at all times, which only partially overlapped with a few previously studied stress response in *C. albicans*. We thus hypothesize these 16 genes to play an important role in the physiological response of *C. albicans* to WOAs.

The global transcriptional response to WOAs was significantly enriched of genes involved in iron homeostasis; host interaction; glycolysis; ATP, ergosterol, arginine, and RNA biosynthesis; and ribosome biogenesis. In contrast, the common response to the WOAs acetic, propionic, and sorbic acid in *S. cerevisiae* was underlain by a different set of genes involved in protein folding, lipid metabolism, cell wall function, and multidrug resistance (Mira *et al.* 2010b). In addition to species-specific differences, we noted that the *S. cerevisiae* experiment was performed at pH ~4, which is below the acid dissociation constant (p*K*_a_) of these acids, whereas in our experiment the pH (5.5) was above the p*K*_a_. However, the influence of this parameter on the resulting gene expression profiles remains to be established. Interestingly, another report showed that at pH 4.5 several genes associated with iron uptake were identified to provide tolerance to acetic acid in *S. cerevisiae* (Mira *et al.* 2010a). In accordance with our observations, iron uptake therefore appears to play an important role in the fungal response to WOAs. 

Furthermore, chelation of extracellular iron induces expression of iron transporters in *C. albicans* (Lan *et al.* 2004) in a manner similar to what we report here in response to WOAs. In our settings, however, cells were not facing a limiting availability of extracellular iron (Figure 4A) but were depleted of iron in the intracellular compartment (Figure 4B). This finding was unexpected, and it still remains to be elucidated whether this was due to an inhibition of iron import or a stimulation of its export. However, a mutant strain altered in iron uptake such as *sfu1*Δ (Chen *et al.* 2011), which displayed the expected increase in intracellular iron concentration, showed a similar sensitivity to butyric acid as the wild type (Figure 4C). Although a promising candidate mechanism, decreased intracellular iron concentrations are hence unlikely to be the cause of the growth-inhibitory effect of WOAs. Nevertheless, iron uptake is critical for several different aspects of *C. albicans* physiology, including competition with the microflora and interaction with the host (Ramanan and Wang 2000; Purschke *et al.* 2012; Perez *et al.* 2013), so the fact that microbiota-derived WOAs impinge on the intracellular availability of this essential micronutrient is likely to be of great biological importance and deserves further investigation.

The second major pathway regulated in response to WOA treatment was a significant down-regulation of RNA synthesis and ribosome biogenesis genes, which was mostly apparent upon chronic exposure. Such a reduction in RNA synthesis has been reported previously during exposure to stress in *S. cerevisiae* (Lempiainen and Shore 2009). In accordance, stress can neutralize the TORC1 complex (Takahara and Maeda 2012), which plays an important role in RNA synthesis (Lempiainen and Shore 2009). It remains to be evaluated whether in *C. albicans* WOAs directly activate this pathway or whether the observed total RNA reduction was an indirect consequence of a WOA-mediated stress. Furthermore, WOA treatment caused a significant reduction in the rRNA to total RNA ratio (Figure 5B). This observation is reminiscent of a stereotypical stress response shared across different microbial species, in which the number of ribosomes per cell is tightly regulated to match the growth rate of the cells (Lempiainen and Shore 2009). Because ribosomal RNA is well known to represent the majority of the total RNA in a typical cell (Kampers *et al.* 1996), this result could also explain the overall reduction in total RNA observed after WOA treatment.

Overall, our RNA-sequencing data unveiled a multifaceted picture of the transcriptional response of *C. albicans* to WOAs, with several genes and pathways uniquely modulated by each molecule, but also a robust core stress response that might serve as a signature of the exposure of this fungal species to lactic, acetic, propionic, or butyric acid. Furthermore, these data indicate that exposure of *C. albicans* to WOAs over prolonged periods of time, a situation likely to arise in its natural niche when co-inhabiting the human body with large numbers of WOA-producing bacteria, might progressively shift the cells into a “starvation-like” metabolic state, characterized by low rates of transcription, translation, and growth. Future research is warranted to elucidate how this altered physiological state might affect interaction of this fungus with the rest of the microbiota as well as with its host.

## 

## Supplementary Material

Supporting Information

# Supplementary material for: The Transcriptional Stress Response of Candida albicans to Weak Organic Acids
**Source:** G3 (Bethesda). 2015 Jan 29;5(4):497–505. doi: 10.1534/g3.114.015941
**Supplement:** Supporting Information

The Transcriptional Stress Response of Candida albicans to Weak Organic Acids — Supporting Information 

# The Transcriptional Stress Response of *Candida albicans* to Weak Organic Acids

## Supporting Information for Cottier *et al.*, 2015

**Files in this Data Supplement:**

- Supporting Information - Figures S1-S6, Tables S1-S3, Files S1-S3, and References (PDF, 1 MB)
- Figure S1 - No evidence for aneuploidy in any sequenced sample. (PDF, 475 KB)
- Figure S2 - Global transcriptional response of *C. albicans* to WOAs. (PDF, 595 KB)
- Figure S3 - PLGEM goodness-of-fit. (PDF, 648 KB)
- Figure S4 - Comparison of *C. albicans* transcriptional response to WOA and other transcriptional stress responses. (PDF, 441 KB)
- Figure S5 - Expression levels of the 16 core genes commonly regulated by all WOAs at all times. (PDF, 488 KB)
- Figure S6 - Quantitative RT-PCR validates gene regulation observed by RNA-sequencing. (PDF, 307 KB)
- Table S1 - Genes significantly regulated in response to each WOA at all time points. (PDF, 120 KB)
- Table S2 - Comparison of the 16 WOA core response genes to previously published *C. albicans* transcriptional stress responses. (PDF, 162 KB)
- Table S3 - Quantitative RT-PCR primers used in this study. (PDF, 119 KB)
- File S3 - Additional Materials and Methods (PDF, 120 KB)
- File S1 - Fold changes and p-values of each transcript in every condition. 

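File S1 lists a mean fold change and a PLGEM p for each transcript in each of 20 comparisons of a treatment with the untreated samples. The part held here covers 1029 transcripts. All 20156 fold changes of these transcripts that could be compared were within 0.1% of the ratios of mean normalized RPKM computed from the deposited values. The 89 samples used had been chosen as the sets of replicates that gave this match. PLGEM p-values computed here had Spearman correlations with those of File S1 of at least 0.999 across transcripts in each comparison. At a level of 0.0005, File S1 holds 1133 calls, and 1130 were made here, of which 1124 were in both. For HCl at T1 the calls were 7 in File S1 and 7 here, and for propionic acid at T2 they were 166 and 166.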

Each average fold change was calculated as the ratio of the mean normalized RPKM value in the treated condition over the mean normalized RPKM value in the time-matched untreated condition. P-values represent significance of differential expression according to a PLGEM analysis (Pavelka et al. 2004). (.xlsx, 3 MB)
- File S2 - GO enrichment in genes regulated in the different conditions. Enrichment of GO Biological Process terms was performed on all lists of genes significantly regulated at any time point (T1, T2, T3 or T4) in response to lactic, acetic, propionic or butyric acid, following removal of genes significantly regulated by HCl. Values correspond to multiple-testing corrected p-values obtained from CGD (Inglis et al. 2012). Only p-value ≤ 0.1 are reported. Positive values refer to enrichment within the up-regulated genes, while negative values indicate enrichment among the down-regulated genes. (.xlsx, 55 KB)

# Supplementary material for: The Transcriptional Stress Response of Candida albicans to Weak Organic Acids
**Source:** G3 (Bethesda). 2015 Jan 29;5(4):497–505. doi: 10.1534/g3.114.015941
**Supplement:** Supporting Information

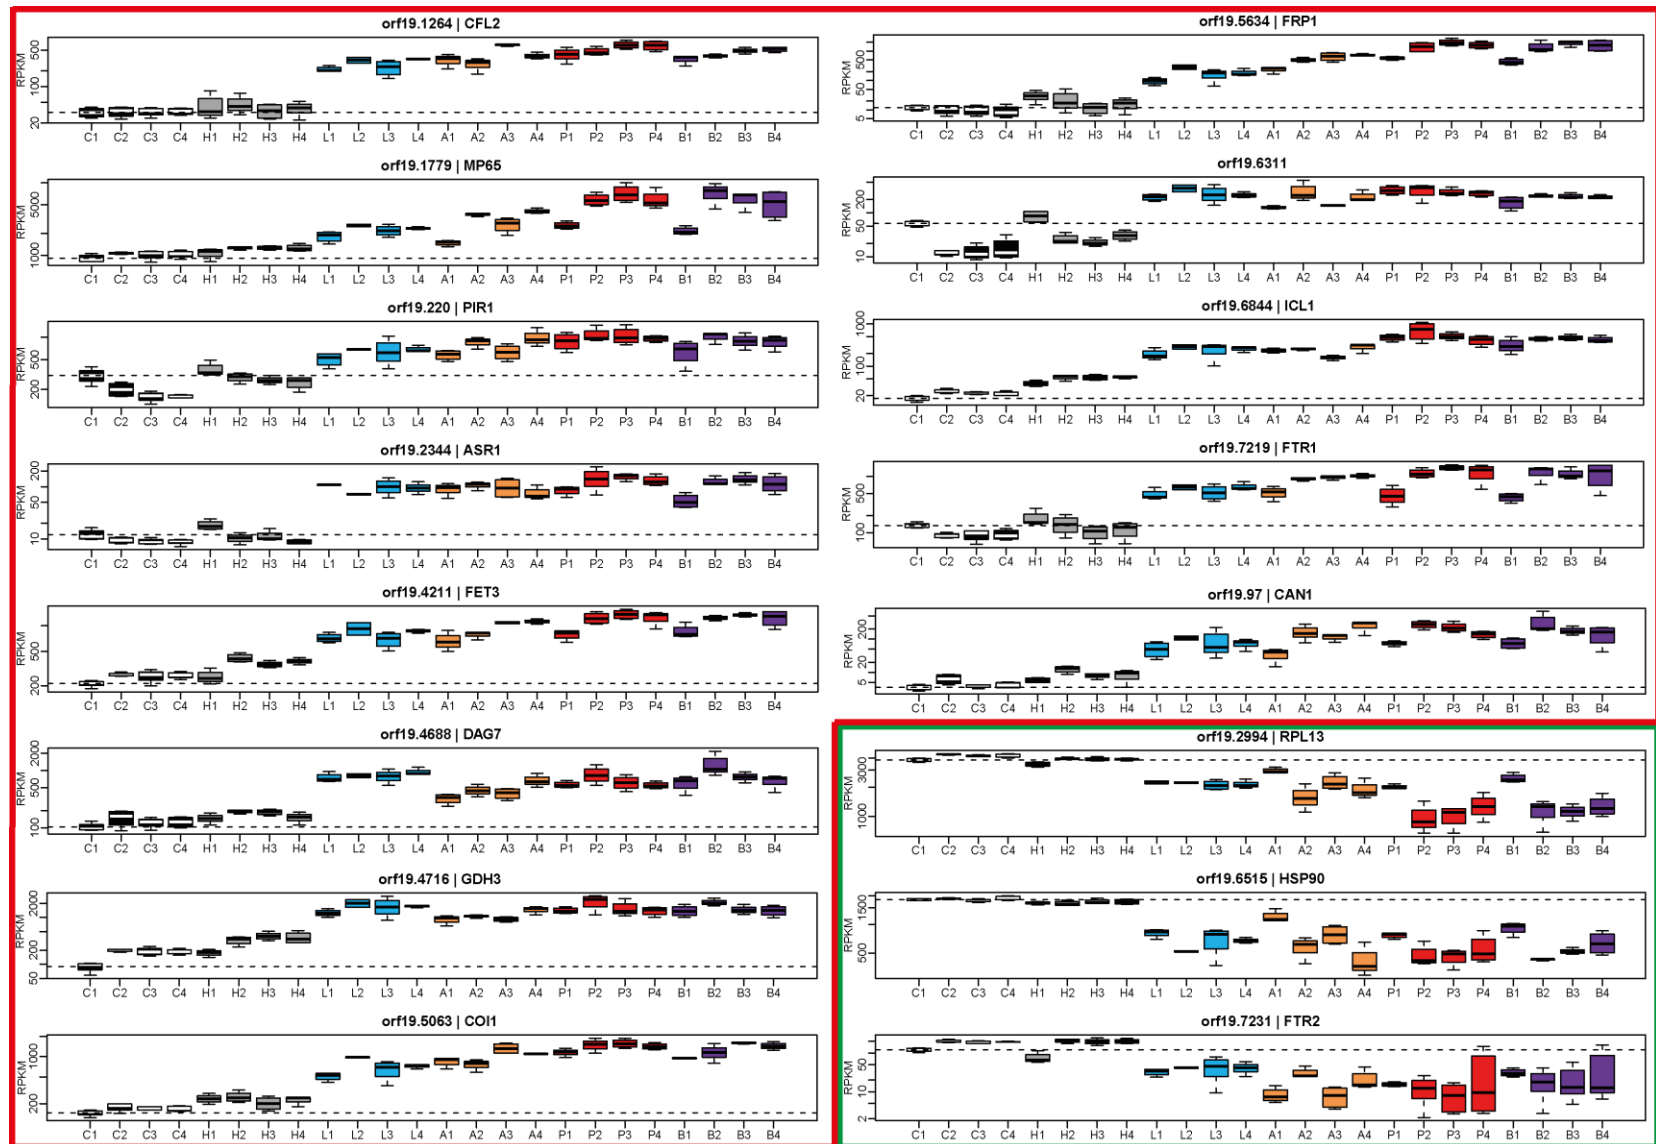

Figure S5 Expression levels of the 16 core genes commonly regulated by all WOAs at all times. Genes included in the red frame were up-regulated in presence of all WOAs throughout the time course, while the genes framed in green were consistently down-regulated. Data are represented as boxplots to show the distribution across the biological replicates.

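Figure S5 shows the levels of core genes in each group, of which *MP65*, *ASR1*, *DAG7* and orf19.6311 are described here, all up-regulated in all 16 comparisons of acids and times. *MP65*, a cell surface mannoprotein gene, had log2 fold changes of 0.69 to 2.84. With propionic acid at T4 its normalized RPKM was 6109 ± 1947 (SD, n = 4) against 1026 ± 121 (SD, n = 4) without treatment, a log2 fold change of 2.53 (standard error 0.23, adjusted p = 1.6e-08 from limma). *ASR1* had log2 fold changes of 2.04 to 4.05 and *DAG7* of 1.57 to 3.13. With butyric acid at T4, *ASR1* was 123 ± 47.5 (SD, n = 4) against 8.63 ± 1.06 (SD, n = 4), by 3.62 (standard error 0.24, adjusted p = 5.5e-11 from limma). The transcript orf19.6311 had log2 fold changes of 1.19 to 4.71. It rose from 16.2 ± 10.1 (SD, n = 4) to 229 ± 68.6 (SD, n = 3) with acetic acid at T4, by 3.86 (standard error 0.28, adjusted p = 4.8e-10 from limma). None of these 4 passed the test with HCl at any time point, which does not show that they were unchanged.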

# Supplementary material for: The Transcriptional Stress Response of Candida albicans to Weak Organic Acids
**Source:** G3 (Bethesda). 2015 Jan 29;5(4):497–505. doi: 10.1534/g3.114.015941
**Supplement:** Supporting Information

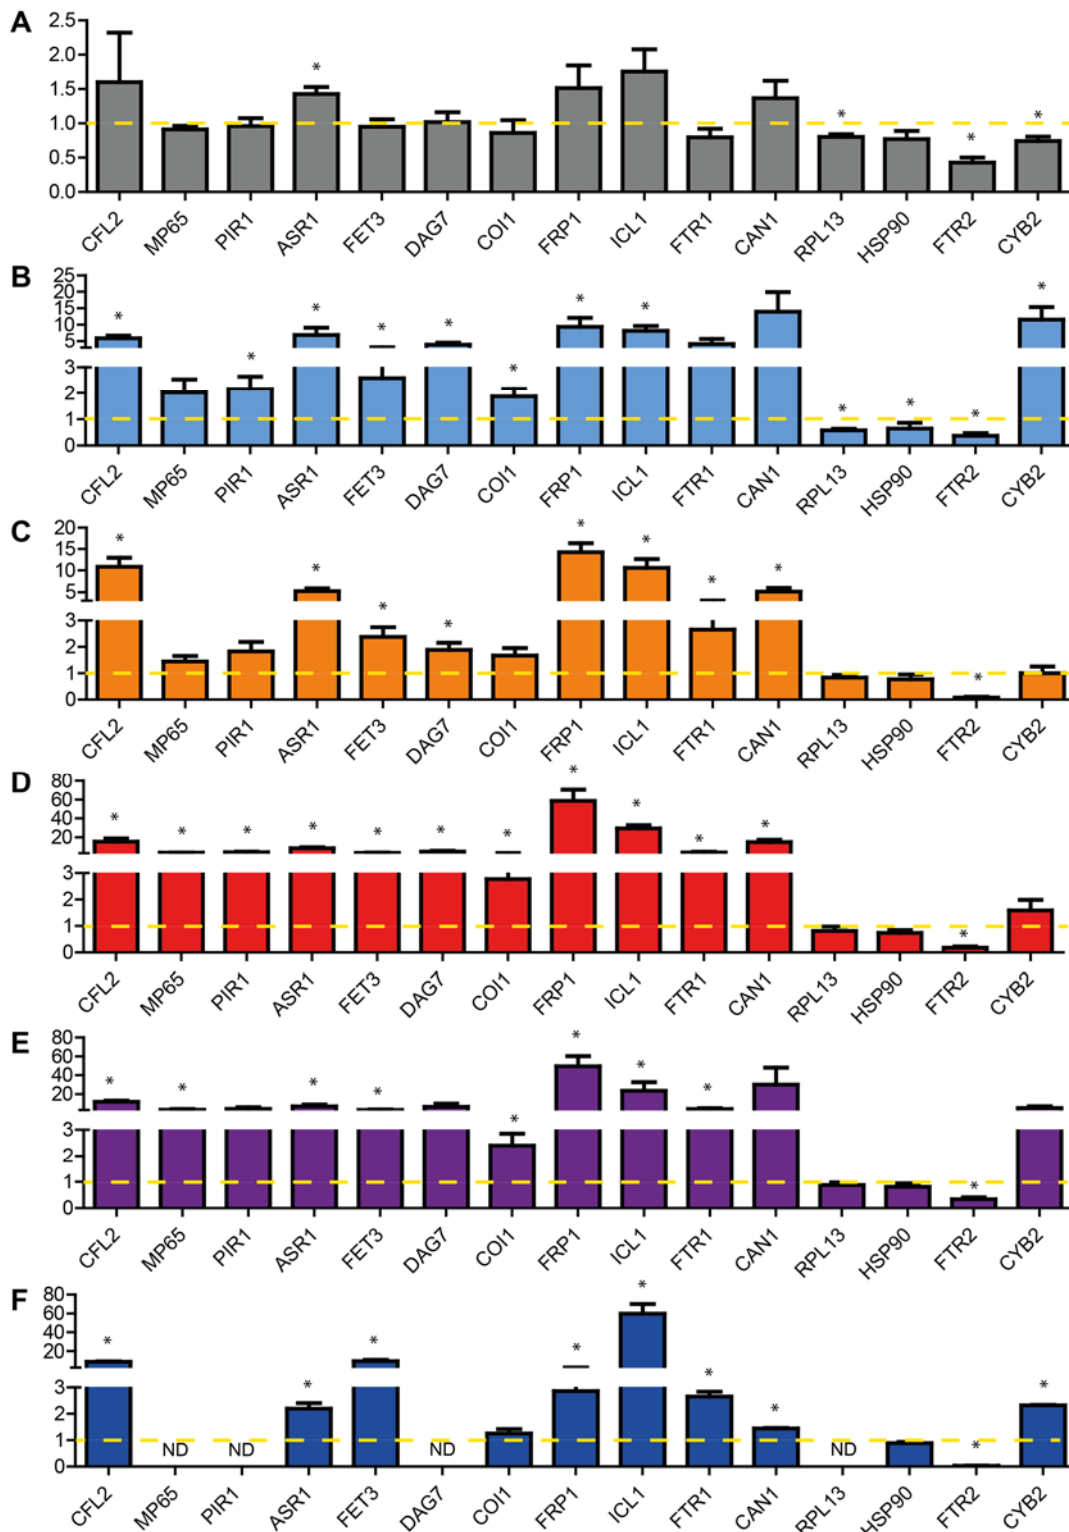

Figure S6 Quantitative RT-PCR validates gene regulation observed by RNA-sequencing. Relative expression levels of the indicated genes were normalized to the *RIP1* endogenous control to confirm significant regulation during exposure to HCl (A), lactic (B), acetic (C), propionic (D) and butyric acid (E) at pH 5.5 compared to untreated control cultures (MRS). (A-E) qPCR performed on same cDNA used for RNA-seq. (F) Similar experiment under exposure to lactic acid (62 mM) at pH 4.5 compared to the control (MRS). Statistical analysis was performed in Microsoft Excel, using one-sample t-test assuming equal variances. $n \geq 3$; * $p < 0.05$

# Supplementary material for: The Transcriptional Stress Response of Candida albicans to Weak Organic Acids
**Source:** G3 (Bethesda). 2015 Jan 29;5(4):497–505. doi: 10.1534/g3.114.015941
**Supplement:** Supporting Information

Table S2 Comparison of the 16 WOA core response genes to previously published *C. albicans* transcriptional stress responses. The presence of each of the 16 core response genes to WOAs (13 up-regulated and 3 down-regulated genes) in previously published gene lists was evaluated. A bullet symbolizes that the indicated WOA core response transcript was found to be at least two-fold up-regulated (A) or down-regulated (B) in the previously published *C. albicans* transcriptional stress response indicated in the corresponding column header. Genes consistently up-regulated (A) or consistently down-regulated (B) in both gene lists are highlighted in pink (A) or light blue (B), respectively.

(A) Genes up-regulated in previously published *C. albicans* stress responses.

WOA core response			Acetic acid<br>20mM (5h)	Ammonium<br>iron(II)<br>sulfate<br>10μM	23 to 37 °C<br>(30min)	NaCl 0.3M<br>(30min)	H ₂ O ₂<br>0.4mM<br>(30min)	H ₂ O ₂<br>0.5mM<br>(15min)	H ₂ O ₂ 5mM<br>(15min)	DPTA-<br>NONOate<br>1mM<br>(15min)	Congo red<br>100μg/μl<br>(2h)	Foetal calf<br>serum 10%<br>(1h)	pH 4 vs. pH<br>8 (4h)<br>[Bruno et<br>al.]	pH 4 vs. pH<br>8 (4h)<br>[Bensen et<br>al.]
UP	orf19.1264	CFL2		•				•		•				•
	orf19.1779	MP65												•
	orf19.220	PIR1	•											
	orf19.2344	ASR1			•	•		•	•		•	•	•	
	orf19.4211	FET3								•				
	orf19.4688	DAG7				•				•			•	
	orf19.4716	GDH3						•						
	orf19.5063	COI1		•							•			
	orf19.5634	FRP1		•				•			•	•		
	orf19.6311	orf19.6311	•		•			•	•	•				
	orf19.6844	ICL1	•					•	•				•	
	orf19.7219	FTR1						•		•	•			
	orf19.97	CAN1	•				•	•			•		•	
DOWN	orf19.2994	RPL13												•
	orf19.6515	HSP90												
	orf19.7231	FTR2								•				•

(B) Genes down-regulated in previously published *C. albicans* stress responses.

WOA core response			Acetic acid<br>20mM (5h)	Ammonium<br>iron(II)<br>sulfate<br>10µM	23 to 37 °C<br>(30min)	NaCl 0.3M<br>(30min)	H ₂ O ₂<br>0.4mM<br>(30min)	H ₂ O ₂<br>0.5mM<br>(15min)	H ₂ O ₂ 5mM<br>(15min)	DPTA-<br>NONOate<br>1mM<br>(15min)	Congo red<br>100µg/µl<br>(2h)	Foetal calf<br>serum 10%<br>(1h)	pH 4 vs. pH<br>8 (4h)<br>[Bruno et<br>al.]	pH 4 vs. pH<br>8 (4h)<br>[Bensen et<br>al.]
UP	orf19.1264	CFL2											•	
	orf19.1779	MP65							•					
	orf19.220	PIR1		•				•				•		
	orf19.2344	ASR1												•
	orf19.4211	FET3			•	•			•		•	•	•	
	orf19.4688	DAG7			•			•	•		•			
	orf19.4716	GDH3				•			•	•		•	•	
	orf19.5063	COI1												
	orf19.5634	FRP1							•	•			•	
	orf19.6311	orf19.6311												
	orf19.6844	ICL1								•				
	orf19.7219	FTR1							•					
	orf19.97	CAN1												
DOWN	orf19.2994	RPL13	•											
	orf19.6515	HSP90												
	orf19.7231	FTR2		•	•		•	•	•		•

# Supplementary material for: The Transcriptional Stress Response of Candida albicans to Weak Organic Acids
**Source:** G3 (Bethesda). 2015 Jan 29;5(4):497–505. doi: 10.1534/g3.114.015941
**Supplement:** Supporting Information

Table S3 Quantitative RT-PCR primers used in this study.

Primer name	Sequence
ASR1-RT-F	ATGGCGATTCCAGTTATGGT
ASR1-RT-R	GCATCAAGATGGTCAACACC
CAN1-RT-F	CAAGCTGGTGTGCTCCTAA
CAN1-RT-R	TGACTGGAACAGGCCAAGTA
CFL2-RT-F	TATCGAAGGACGTCCAAACA
CFL2-RT-R	AGGATGTCCACACGTAACGA
COI1-RT-F	TGGATGTTATGAAACAACAAGATG
COI1-RT-R	ATTTAGCACAAGCACCACCA
CYB2-RT-F	TACGGTTGATGCTCCACAAT
CYB2-RT-R	AAATGGCTCTTGCTGAACCT
DAG7-RT-F	CTCCATCAACAACCTTCAGCAA
DAG7-RT-R	CAACAATGAAATCGGAATCG
FET3-RT-F	GCCATATTGAATGGCATTG
FET3-RT-R	GGCATTACCTTCCCAGGATA
FRP1-RT-F	TTTGGTGCAACACCGTATTT
FRP1-RT-R	AACCCTGTCGATAACCAACC
FTR1-RT-F	ACTGGTGGTGATGCTTCTGA
FTR1-RT-R	CCGTTATCGGTTTCTGGATT
FTR2-RT-F	AATTTGTGGTCTTGCAGTGG
FTR2-RT-R	CTCTGGAGAACAAACCAGCA
HSP90-RT-F	TACGAACCATTGACCAAAGC
HSP90-RT-R	CAGACCAACCAAATTGACCA
ICL1-RT-F	AGAAATTGGCCAAGGAATTG
ICL1-RT-R	GACGGCACATTGAGTACCAC
MP65-RT-F	AACTCTGGTGCTTGGGTCTT
MP65-RT-R	TAGATGGCCAACCAGTTTCA
PIR1-RT-F	GCTGCTGCTGCTACTACTGC
PIR1-RT-R	ACCAGTTGCAATTGCTTGAC
RIP1-RT-F	TGTACCCACTTGGGTTGTGT
RIP1-RT-R	ATGGAGCTGGACCCTTTCTA
RPL13-RT-F	TGCTAACGTCGCCAGATTAC
RPL13-RT-R	GGTTGTTCAACTGGGAAGGT

How the deposited data were processed for this re-analysis (not part of the article)

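The data are RNA sequencing values of 96 samples of *C. albicans*, from 24 cultures (6 treatments with 4 cultures each) at 4 time points, as described at the data section of the text. The authors mapped reads first to the spike-in sequences with Bowtie2 and then to the genome with TopHat, with mate distances from Picard, at versions that the paper does not state. The authors counted reads per transcript, assigned reads in overlapping regions to single transcripts, converted the counts to RPKM, and deposited these RPKM values without further normalization. The deposited table held 6453 transcripts, of which 3 had no value in any sample. It held no spike-in sequences and no read totals, so the files show the depth of a sample only relative to the others. With the mean of about 22000000 reads that the paper states, it was roughly 17000000 to 32300000, and the counting error of a value is known only roughly.

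Each of the 96 columns was mapped to a treatment, time point and replicate letter by the sample labels. File S1 of the paper was held for 1029 transcripts. For each of its 20 comparisons, the sets of replicates were searched for the one whose ratios of mean normalized RPKM lay within 0.1% of its fold changes, which gave the 89 samples used and the 7 left out. The 7 were left out of the reported values, and all 96 samples were used as an alternative.

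Values were divided by the mean RPKM of the sample and put back on an RPKM scale by a common factor. For group means this factor comes from the 89 samples, and for values of single samples from all 96, so that these differ slightly in scale. Log2 of the value plus 1 was fitted with limma 3.58.1 (R 4.3.3, statmod 1.5.0), with one fit per time point over its 6 groups and moderated tests, for 5952 transcripts with a mean of at least 1. Benjamini-Hochberg adjusted p-values below 0.05 were called. The difference between the responses at T4 and T1 was tested as an interaction with culture as a random effect, whose correlation was 0.0708. Exact permutation tests of single genes used the difference in group means of log2 values.

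PLGEM was written anew in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1) after the paper's methods, with 10 partitions, the median (quantile 0.5) of the SD in each, 10000 resamplings and a level of 0.0005 over 6450 transcripts. It was fitted on the untreated samples of each time point, since the main text of the paper does not say which samples gave the model of a comparison. The paper's additional methods were not at hand. A fit on the treated samples was an alternative. Overlaps are intersections over unions, tested by one-sided Fisher's exact tests. Principal components and distances used z-scores of log2 values over 6380 transcripts. Figures were drawn with matplotlib 3.10.9.

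The limma and PLGEM steps were tested on simulated data. limma recovered 90% to 99% of transcripts changed 2-fold, and 97% to 100% of those changed 4-fold. PLGEM recovered 92% to 99% of those changed 4-fold. The error of the resampling was measured over 20 other seeds, which was added after the results were seen. Overlaps and correlations between acids that share untreated samples were set beside 20 simulations of unchanged groups and beside a split of the untreated samples.

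The genes named are all those that the paper names in its results, and those with a symbol among the transcripts of largest change per treatment and time. The values of core genes in the paper's supplement had been seen when this rule was written. No transcript identifier of the table matched the reference table of genes, so symbols were given only to the 18 genes that the paper pairs with identifiers, and *SFU1*, *RIP1*, Gene Ontology terms and lists of genes given by symbol were not tested. Lists of 14 transcripts of the mitochondrial genome and of 98 noncoding RNAs (tRNA, rRNA, snRNA and snoRNA) were tested with limma's camera at a correlation of 0.01, and with an estimated one as an alternative. Both lists hold only the members that reached the minimum mean RPKM. Coverage by chromosome was not examined, because no coordinates were at hand.

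The alternatives covered the samples used, the scaling, the pseudocount, the minimum RPKM, the groups in the fit, a minimum change of 2-fold, the replicate letter as a block, the removal of HCl genes, the PLGEM level and fit, and leaving out each replicate letter in turn.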

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

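The tests of explanations in this part were chosen after the results were seen, whereas the comparisons of T4 with T1 had been planned.

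In groups of 4 samples, a sample far from the other 3 was looked for with Dixon's test (critical value 0.829), which chance passes in about 1 of 20 groups. Of 35 groups tested for depth and abundance, 2 held such a sample, where 1.75 are expected. They are the relative depth of HCl at T1 replicate B, 0.784, and the share of the 100 most abundant transcripts in propionic acid at T2 replicate F, 57.5%.

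Of 180 groups tested for named genes, 16 held such a sample, where 9 are expected, and 9 of the 16 were of replicate F, whose libraries are numbered in sequence from 73 to 96. In normalized RPKM, the samples of replicate F were *CFL2* with butyric acid at T1 (248), *FRP1* with acetic acid at T1 (164), *FTR2* at T4 with butyric (166) and propionic acid (153), *CYB2* at T1 with acetic (18.1), butyric (48.7) and propionic acid (19.52), *CYB2* with butyric acid at T4 (33.8), and *FRP2* with butyric acid at T4 (45.4). The others were *FET3* with butyric acid at T1 replicate B (1104), *DAG7* with butyric acid at T4 replicate D (427) and untreated at T1 replicate C (134), *COI1* with HCl at T4 replicate B (181), *FTR1* with HCl at T1 replicate B (277) and lactic acid at T1 replicate C (619), and *RPL13* with propionic acid at T1 replicate B (2214).

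The mean response to the 4 acids differed between T4 and T1 for 11 named genes, as tested by interaction in limma. The log2 difference was 0.90 for *MP65* (adjusted p = 7.2e-04), 1.40 for *PIR1* (8.6e-06), 0.75 for *ASR1* (0.017), 1.91 for *FRP1* (1.4e-04), 2.22 for orf19.6311 (1.6e-08), 1.62 for *FTR1* (3.9e-05) and 1.06 for *CAN1* (0.034). It was −0.74 for *GDH3* (0.013), −0.70 for *RPL13* (0.0013), −0.72 for *HSP90* (0.0025) and −1.21 for *CYB2* (0.0022). Relative to the median of all transcripts, the mean difference was −0.45 for *GDH3*, −0.42 for *RPL13*, −0.44 for *HSP90* and −0.93 for *CYB2*, and it was larger than the above for the 7 genes that were higher: 1.19, 1.69, 1.04, 2.19, 2.51, 1.91 and 1.35 in the order given.

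The number of transcripts with a higher and a lower response at T4 than at T1 was 127 and 19 with lactic, 717 and 3480 with acetic, 516 and 2278 with propionic and 877 and 1698 with butyric acid. For acetic acid, relative depth at T4 differed from that at T1 by −0.00325 on average, which argues against depth. With all 96 samples 3273 transcripts differed, which argues against the choice of samples, and 3401 differed from the change seen with lactic acid, which argues against a change over time shared by all acids. The share of lower responses depends on the scaling, and the cause of the rest was not tested.

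The paper left 7 samples out of its analysis as outliers. *FRP1* in them was 748 and 152 in lactic acid at T2 replicates B and F, 237 in lactic acid at T4 replicate F, 106 in acetic acid at T2 replicate D, 304 in acetic acid at T4 replicate B, 384 in butyric acid at T2 replicate D and 245 in butyric acid at T3 replicate B. The highest untreated sample held 13.7 at T2, 14.0 at T3 and 15.4 at T4, so that all 7 lay above the untreated samples of their time point. Their distance to the mean of the used samples of each treatment at their time point was added after the results were seen. None of the 7 lay nearest to its own group. This follows in part from their selection, since they were left out as unlike their replicates and do not enter the means. For lactic acid at T2 the mean rests on 2 samples. Acetic acid at T4 replicate B and butyric acid at T3 replicate B lay nearest to lactic acid (root mean square z-score 0.483 and 0.866, against 1.18 and 1.18 to their own groups). Lactic acid at T2 replicates B and F lay nearest to propionic acid (0.640 and 2.49), lactic acid at T4 replicate F to acetic acid (2.06), acetic acid at T2 replicate D to untreated samples (0.6502) and butyric acid at T2 replicate D to HCl (0.684).

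*CYB2* was 104 in acetic acid at T4 replicate B, where the other acetic acid samples held 2.18 to 5.46 and the used lactic acid samples 86.9 to 129.8. It was 69.9 in butyric acid at T3 replicate B, where the other butyric acid samples held 7.75 to 12.8. *FRP2* was 25.6 in acetic acid at T4 replicate B, against 65.7 to 96.9 in the other acetic and 16.4 to 29.3 in the used lactic acid samples. *FRP1* in this sample, 304, lay outside both ranges, which were 634 to 767 in the other acetic and 144 to 247 in the used lactic acid samples. These samples enter the counts given for all 96 samples.

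Among the 98 noncoding RNAs of the list, 33 were up- and 20 down-regulated with acetic acid at T4, 2 and 35 with propionic, 2 and 32 with butyric and 0 and 22 with lactic acid. With acetic acid these numbers were 55 and 3 with median-of-ratios scaling and 6 and 8 at a mean RPKM of at least 10. With an estimated correlation between genes, camera gave the list an adjusted p = 0.553 with acetic acid. The paper describes its libraries as made from fragmented mRNA, so noncoding RNAs were not their target. The share of noncoding RNA in the summed RPKM varied within groups, from 1.77% to 4.89% with acetic acid at T4. At T3 it ran from 1.10% to 4.02% without treatment and from 1.31% to 4.91% with HCl. These counts do not show that the RNAs were regulated.

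*FTR1* rose and *FTR2* fell in 16 of 16 comparisons of acids and times. This count is the pattern itself and cannot test whether these paralogs shared reads. *FTR1* gained at least 2.98 times the normalized RPKM that *FTR2* lost, which argues against reads moved from *FTR2* as the whole of the rise in *FTR1*. For the fall in *FTR2* these values leave the question open. The paper reports that quantitative PCR on the same cDNA, with primers for each paralog, largely bore out the changes of the core genes. The log2 fold changes were of opposite sign in 16 of 16 comparisons with median-of-ratios scaling as well, but this scaling moved them too little to turn a sign. The ratio of *FTR2* to *FTR1* within a sample is the same under every scaling, and it was at most 35.2% with an acid and at least 74.2% without treatment.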

How the results depend on the processing

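The tests with scaling without the 100 most abundant transcripts, and the other splits with the replicate letter as a block, were chosen after the results were seen, and the other alternatives were written down before the data were examined. For named genes at T1 and T4, with HCl left out, 144 log2 fold changes were each computed under 14 alternatives, which gave 2016 values. Of these, 1987 kept their direction and their side of the threshold, 23 kept the direction and fell short of the threshold, 4 passed it where the reported value did not, and 2 changed sign. Most of these genes were named by the paper because they were called in all comparisons of these samples, so this stability follows in part from their selection. Among limma counts at T1 and T4, 59 values left the reported count by more than 1.5 times and 241 did not. Among PLGEM counts these were 63 and 119. All slopes kept their place between 0.5 and 1 with all 96 samples and with 20 partitions. Without read totals, the depth limits on single transcripts are known only roughly, and a call missed at a low RPKM says nothing about its direction. The libraries are numbered in sequence by replicate letter, from 1 to 24 (B), 25 to 48 (C), 49 to 72 (D) and 73 to 96 (F). Each letter holds 1 library of each treatment and time, so treatments are balanced over the letters in the 96 samples and no test within a letter could be made. In the 89 samples used the balance is broken. Lactic acid lacks B and F at T2 and F at T4, acetic acid D at T2 and B at T4, and butyric acid D at T2 and B at T3. In these groups a difference between letters would be partly mixed with the treatment. Neither the labels nor the paper says that a letter marks a shared batch or day. Deviations from the group means correlated by 0.0849 to 0.124 on average between samples of the same letter, with single pairs from −0.341 to 0.793, and by −0.0414 to −0.0284 between samples of different letters, and 39.1% to 72.7% of samples correlated best with their own letter. Of the 23 values, 10 fell short only of a minimum change of 2-fold. As log2 fold changes, the other 13 were *PIR1* with acetic acid at T1 (0.68 without replicate B), *FTR2* with lactic acid at T4 (−1.70 with median-of-ratios scaling, −2.27 with no filter, −2.53 without replicate B, −2.29 without replicate C and −1.97 without replicate D), *CYB2* with acetic acid at T4 (−0.21 with all 96 samples, −0.70 with median-of-ratios scaling and −1.06 without replicate C), *CYB2* with propionic acid at T4 (−1.13 with all 96 samples, −0.58 with median-of-ratios scaling and −0.85 without replicate B) and *FRP2* with lactic acid at T4 (0.61 with all 96 samples). The 4 that passed were *CYB2* with acetic acid at T1 (0.56 with median-of-ratios scaling, 0.44 with the replicate block, 0.44 with only 2 groups in the fit and 0.30 without replicate F). The values below, for counts and lists and for changes of sign, are those that left the reported count by more than 1.5 times, the reported value by more than its spread, or its side of the threshold. The cause was not tested, except that a minimum change, a higher minimum RPKM, fewer samples or another level changes the number of transcripts that can pass.

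Median-of-ratios scaling gave 244 (HCl), 2234 (lactic), 1916 (propionic) and 1752 (butyric) for up-regulated transcripts at T1, 119 (HCl), 1938 (lactic), 1319 (acetic), 1969 (propionic) and 1723 (butyric) for down-regulated transcripts at T1, and 29 (HCl), 1748 (lactic), 2125 (acetic) and 2190 (propionic) for down-regulated transcripts at T4. It also gave 1949 (lactic), 2165 (acetic), 2140 (propionic) and 2058 (butyric) for up-regulated transcripts at T4, 1601 (acetic), 1061 (propionic) and 1353 (butyric) for transcripts higher at T4 than at T1, and 1534 (acetic) and 783 (propionic) for transcripts lower at T4 than at T1. Further values were 155 (lactic) and 69 (acetic) for consistently changed transcripts, 78 (lactic) for transcripts of these acids alone, and 34 (up-regulated), 0 (down-regulated) and 34 (all 4 acids) for shared transcripts. The same setting gave 23 (up-regulated) and 8 (down-regulated) for pairs of lists sharing over 40%, 79.3 (up-regulated T3) for percent overlap of propionic and butyric acid, and 0.713 (lactic and propionic T1) and 0.756 (lactic and propionic T4) for correlations. It also gave 0.675 (lactic), 0.203 (acetic) and 0.562 (propionic) for camera adjusted p of the mitochondrial list at T4, 0.797 (lactic) and 0.670 (propionic) for camera adjusted p of the ncRNA list at T4, and 5 (lactic), 55 (acetic), 7 (propionic) and 4 (butyric) for members of the ncRNA list up-regulated at T4. Further values were 10 (lactic), 3 (acetic), 15 (propionic) and 18 (butyric) for members of the ncRNA list down-regulated at T4.

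A minimum change of 2-fold gave 10 (HCl), 167 (lactic), 158 (acetic), 342 (propionic) and 267 (butyric) for up-regulated transcripts at T1, 26 (HCl), 1089 (lactic), 150 (acetic), 435 (propionic) and 292 (butyric) for down-regulated transcripts at T1, and 7 (HCl), 200 (lactic), 503 (acetic), 496 (propionic) and 561 (butyric) for up-regulated transcripts at T4. Further values were 15 (HCl), 1349 (lactic), 2101 (acetic), 1784 (propionic) and 1228 (butyric) for down-regulated transcripts at T4, 20 (butyric and propionic), 159 (propionic and acetic) and 446 (lactic and propionic) for transcripts that differed between acids at T1, and 6 (butyric and propionic), 327 (propionic and acetic) and 566 (lactic and propionic) for transcripts that differed between acids at T4. The same setting gave 2 (lactic), 1380 (acetic), 325 (propionic) and 443 (butyric) for transcripts lower at T4 than at T1, 435 (acetic), 244 (propionic) and 357 (butyric) for transcripts higher at T4 than at T1, and 12 (acetic) and 23 (propionic) for members of the ncRNA list down-regulated at T4. It also gave 1 (propionic) and 0 (butyric) for members of the ncRNA list up-regulated at T4.

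Scaling without the 100 most abundant transcripts gave 353 (HCl) for down-regulated transcripts at T1.

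All 96 samples gave 5 (HCl) for up-regulated transcripts at T4, 4 (HCl) for down-regulated transcripts at T4, and 1 (butyric and propionic), 507 (propionic and acetic) and 1160 (lactic and propionic) for transcripts that differed between acids at T4. It also gave 214 (propionic) and 521 (butyric) for transcripts higher at T4 than at T1, 515 (propionic) and 704 (butyric) for transcripts lower at T4 than at T1, and 70.9 (up-regulated T3) for percent overlap of propionic and butyric acid. Further values were 0.809 (lactic and propionic T4) for correlations, 0.0146 (lactic) for camera adjusted p of the ncRNA list at T4, and 1 (lactic), 0 (propionic) and 1 (butyric) for members of the ncRNA list up-regulated at T4.

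A fit of only the groups compared gave 166 (HCl) for up-regulated transcripts at T4, 1065 (HCl) for down-regulated transcripts at T4, and 19 (butyric and propionic) for transcripts that differed between acids at T1. Further values were 5 (butyric and propionic) and 573 (propionic and acetic) for transcripts that differed between acids at T4, 226 (lactic) for transcripts higher at T4 than at T1, and 346 (lactic) for transcripts lower at T4 than at T1. The same setting gave 0.0456 (butyric) for camera adjusted p of the mitochondrial list at T4, and 4 (lactic) for members of the ncRNA list up-regulated at T4.

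A pseudocount of 5 gave 76 (HCl) for down-regulated transcripts at T4, and 0.829 (butyric) for camera adjusted p of the ncRNA list at T4.

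A minimum mean RPKM of 10 gave 31 (HCl) for down-regulated transcripts at T4, 5 (butyric and propionic) for transcripts that differed between acids at T4, and 0.985 (propionic and butyric T4) for correlations. It also gave 0.278 (lactic), 0.123 (acetic) and 0.240 (propionic) for camera adjusted p of the mitochondrial list at T4, 9 (lactic), 8 (acetic), 11 (propionic) and 9 (butyric) for members of the ncRNA list down-regulated at T4, and 6 (acetic), 1 (propionic) and 1 (butyric) for members of the ncRNA list up-regulated at T4. Further values were 0.708 (butyric) for camera adjusted p of the ncRNA list at T4.

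The replicate block gave 99 (HCl) for down-regulated transcripts at T4, 0.752 (lactic and propionic T4) for correlations, and 1 (lactic) for members of the ncRNA list up-regulated at T4. Further values were 0.975 (butyric) for camera adjusted p of the ncRNA list at T4.

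A pseudocount of 0.1 gave 5 (butyric and propionic) for transcripts that differed between acids at T4, 0.949 (propionic and butyric T1) and 0.976 (propionic and butyric T4) for correlations, and 1 (lactic) for members of the ncRNA list up-regulated at T4.

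A fit with no culture effect gave 11 (lactic) for transcripts lower at T4 than at T1.

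PLGEM fitted on the treated samples gave 48 (lactic), 83 (propionic) and 52 (butyric) for consistently changed transcripts, 21 (propionic) and 17 (propionic and butyric) for transcripts of these acids alone, and 0 (down-regulated) for shared transcripts. Further values were 6 (down-regulated) for pairs of lists sharing over 40%, and 63.7 (up-regulated T3), 73.4 (up-regulated T4) and 64.6 (down-regulated T4) for percent overlap of propionic and butyric acid.

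limma calls of at least 2-fold in place of PLGEM gave 883 (lactic), 114 (acetic), 501 (propionic) and 309 (butyric) for consistently changed transcripts, 645 (lactic), 26 (butyric), 122 (propionic and butyric) and 44 (acetic, propionic and butyric) for transcripts of these acids alone, and 39 (up-regulated), 8 (down-regulated) and 47 (all 4 acids) for shared transcripts. The same setting gave 28 (up-regulated) and 42 (down-regulated) for pairs of lists sharing over 40%, and 77.7 (up-regulated T3), 78.0 (down-regulated T3) and 66.2 (down-regulated T4) for percent overlap of propionic and butyric acid.

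The replicate block with limma calls of at least 2-fold in place of PLGEM gave 847 (lactic), 113 (acetic), 502 (propionic) and 311 (butyric) for consistently changed transcripts, 608 (lactic), 29 (butyric), 122 (propionic and butyric) and 42 (acetic, propionic and butyric) for transcripts of these acids alone, and 39 (up-regulated), 8 (down-regulated) and 47 (all 4 acids) for shared transcripts. It also gave 28 (up-regulated) and 42 (down-regulated) for pairs of lists sharing over 40%, and 79.3 (up-regulated T3), 75.6 (down-regulated T3) and 66.1 (down-regulated T4) for percent overlap of propionic and butyric acid.

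PLGEM at a level of 0.005 gave 1412 (lactic), 383 (acetic), 1364 (propionic) and 859 (butyric) for consistently changed transcripts, 206 (propionic), 537 (lactic), 41 (butyric), 209 (propionic and butyric) and 80 (acetic, propionic and butyric) for transcripts of these acids alone, and 63 (up-regulated), 176 (down-regulated) and 240 (all 4 acids) for shared transcripts. Further values were 28 (up-regulated) and 72 (down-regulated) for pairs of lists sharing over 40%, and 76.8 (up-regulated T4) and 76.0 (down-regulated T3) for percent overlap of propionic and butyric acid.

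When transcripts called in HCl were kept, the values were 25 (up-regulated) and 29 (all 4 acids) for shared transcripts.

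PLGEM on transcripts with a mean of at least 1 gave 7 (down-regulated) for pairs of lists sharing over 40%, and 80.4 (up-regulated T3) for percent overlap of propionic and butyric acid.

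Values without z-scores gave 57.7 (first component) for percent of variance, and 0.584 (acetic T1) and 1.22 (acetic T4) for distance from untreated samples.

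An estimated correlation between genes gave 0.752 (lactic), 0.752 (acetic) and 0.752 (propionic) for camera adjusted p of the mitochondrial list at T4, and 0.553 (acetic) for camera adjusted p of the ncRNA list at T4.

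Testing without a filter gave 0.0271 (butyric) for camera adjusted p of the mitochondrial list at T4, 3.0e-04 (lactic), 0.0221 (propionic) and 0.250 (butyric) for camera adjusted p of the ncRNA list at T4, and 57 (acetic) and 1 (propionic) for members of the ncRNA list up-regulated at T4.

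The fit without replicate D gave 0.768 (propionic) for camera adjusted p of the ncRNA list at T4.

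RPKM without further scaling gave 0.760 (butyric) for camera adjusted p of the ncRNA list at T4.

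The fit without replicate C gave 0.919 (butyric) for camera adjusted p of the ncRNA list at T4.

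The fit without replicate F gave 0.508 (butyric) for camera adjusted p of the ncRNA list at T4, and −0.15 (propionic T1) and −0.23 (butyric T4) for log2 fold change of *CYB2*.

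Median-of-ratios scaling is built to set the typical transcript to no change, so it moves counts from down- to up-regulated. The direction of the ncRNA list turned in the values given above for butyric acid, for propionic acid with this scaling and without replicate D, and for lactic acid with this scaling. Leaving out 1 replicate letter at a time gave ranges of 21 to 64 (HCl) for up-regulated transcripts at T1, and 64 to 392 (HCl) for down-regulated transcripts at T1. They were 9 to 15 (HCl) for up-regulated transcripts at T4. The ranges were 8 to 25 (HCl) for down-regulated transcripts at T4. They were 17 to 344 (butyric and propionic) and 1781 to 2437 (propionic and acetic) for transcripts that differed between acids at T1. The ranges were 5 to 27 (butyric and propionic), 559 to 1992 (propionic and acetic) and 1252 to 2561 (lactic and propionic) for transcripts that differed between acids at T4. They were 11 to 134 (lactic), 212 to 492 (propionic) and 489 to 807 (butyric) for transcripts higher at T4 than at T1. The ranges were 0 to 16 (lactic), 378 to 2647 (propionic) and 1012 to 1741 (butyric) for transcripts lower at T4 than at T1. They were 51 to 80 (lactic) for consistently changed transcripts. The ranges were 13 to 26 (lactic) and 3 to 6 (butyric) for transcripts of these acids alone. They were 79.4 to 82.6 (up-regulated T3), 77.3 to 82.8 (up-regulated T4), 38.2 to 73.3 (down-regulated T3) and 64.6 to 86.8 (down-regulated T4) for percent overlap of propionic and butyric acid. The ranges were 0.946 to 0.958 (propionic and butyric T1), 0.973 to 0.982 (propionic and butyric T4), 0.710 to 0.732 (lactic and propionic T1) and 0.749 to 0.780 (lactic and propionic T4) for correlations. They were 6.8e-05 to 0.183 (propionic) and 0.00546 to 0.472 (butyric) for camera adjusted p of the mitochondrial list at T4. The ranges were 0.0142 to 0.589 (lactic), 0.133 to 0.768 (propionic) and 0.469 to 0.919 (butyric) for camera adjusted p of the ncRNA list at T4. They were 0 to 7 (lactic), 20 to 36 (acetic) and 0 to 7 (propionic) for members of the ncRNA list up-regulated at T4. The ranges were 10 to 23 (acetic) and 22 to 41 (propionic) for members of the ncRNA list down-regulated at T4. For *CYB2* (propionic T1) the log2 fold changes ran from −0.15 to 0.27. For *CYB2* (butyric T4) the log2 fold changes ran from −0.23 to 0.50.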

Differences from the paper's values

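No count compared with the paper's differed by more than 1.5 times. The paper lists *GDH3* among the core genes, and here *GDH3* was called in 12 of 16 comparisons and not in the core, because its p with HCl at T1, 0.000498, passed the level of 0.0005. This p comes from resampling, and over 20 other seeds it ran from 0.000492 to 0.000512 and passed in 6, so that *GDH3* was in the core with the other 14. The absence of *GDH3* is therefore within the error of the resampling. It was in the core when transcripts called in HCl were kept, with PLGEM on transcripts with a mean of at least 1, without replicate C, without replicate F, and with the replicate block and limma calls of at least 2-fold, all of which were set before the data were examined. It was not in the core under the other alternatives run for the core. The other 15 of the paper's core genes were in the core here, and orf19.3340, which the paper does not list, was as well.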

Other observations

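The tests of other splits of the samples and of explanations in this part were chosen after the results were seen, and the tests of gene lists were planned.

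Of the 98 noncoding RNAs in the list, 33 rose and 20 fell with acetic acid at T4 (32 and 18 when adjusted over the list alone). These numbers were 55 and 3 with median-of-ratios scaling, and 6 and 8 over transcripts with a mean RPKM of at least 10. With lactic acid 0 rose and 22 fell (0 and 18), with propionic acid 2 rose and 35 fell (1 and 31), and with butyric acid 2 rose and 32 fell (2 and 26). The median log2 fold change of the list was 0.19 with acetic acid, against −0.72 over all tested transcripts. The libraries were made from mRNA, and the share of noncoding RNA varied within groups, as given above. These numbers do not show that the RNAs were regulated. Camera gave an adjusted p = 2.4e-07 with acetic acid, and an adjusted p = 0.553 with an estimated correlation between genes. The other acids gave adjusted p-values of 0.0831 (lactic), 0.371 (propionic) and 0.984 (butyric).

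Of 52 transcripts of the mitochondrial genome, 14 reached the minimum mean RPKM and were tested. Of these 14, 4 rose with acetic acid at T4 and 0 with the other acids by limma, and 0 rose when adjusted over the list alone. Mitochondrial transcripts made up little of the RPKM, from 0.0131% to 0.0994% in the 3 acetic acid samples at T4. This share ran from 0.00430% to 0.0261% in untreated samples at T4 and from 0.00773% to 0.0775% in those at T3. The median log2 fold change of the 14 transcripts at T4 was 0.16 with lactic, 1.14 with acetic, 0.65 with propionic and 0.37 with butyric acid. Camera gave adjusted p-values of 0.0157, 3.0e-04, 0.0144 and 0.0994 in this order. With an estimated correlation between genes of 0.874, the adjusted p was 0.752 with lactic, acetic and propionic acid and 0.796 with butyric acid.

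More transcripts fell than rose with each acid at T4. With scaling by the mean of all but the 100 most abundant transcripts, the median log2 fold change nearest to 0 among the acids was −0.25, which argues against these transcripts as the whole of the pattern. Among called transcripts with a mean RPKM of at least 10, at least 73.6% fell with each acid, which argues against a loss of low transcripts at lower depth. The split was even with median-of-ratios scaling. RPKM gives amounts relative to the sample, so a fall in most transcripts may also be a rise in part of the transcriptome. RPKM alone leaves this open. In these cell pellets the paper measured a lower yield of total RNA per unit biomass with the acids, and a lower share of ribosomal RNA. It proposes that transcription and translation were reduced in general after prolonged exposure.

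The counts of transcripts were compared with those from all 35 splits of the same samples into groups of the same sizes. In the comparisons with untreated samples, 1 split, the real one, gave as many transcripts. Its share of 0.0286 is the smallest that 35 splits allow, and it was not corrected for the number of comparisons. It makes chance unlikely in a single comparison without excluding it. At T1 the real count and the highest other were 743 and 165 with HCl, 4449 and 1164 with lactic, 3000 and 128 with acetic, 4328 and 723 with propionic and 3903 and 1 with butyric acid. At T4 they were 67 and 2 with HCl, 3942 and 2914 with lactic, 4790 and 4032 with acetic, 4733 and 3176 with propionic and 4387 and 0 with butyric acid. With lactic and acetic acid at T4, the highest other split only moved untreated replicate F to the acid samples, and so nearly repeats the real one.

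Between acids at T1, the real split was the only 1 of 35 with as many. The real count and the highest other were 469 and 101 for butyric and propionic acid. They were 2673 and 7 for propionic and acetic, and 3565 and 385 for lactic and propionic acid. The count of 469 became 21 without replicate C, 17 without replicate D and 19 with only the 2 groups in the fit. The splits were not repeated in these settings, so this count is weak ground against chance. At T4 the real split of propionic and acetic acid was 1 of 35 with as many, but by a narrow margin (1784 and 1761). The count was 559 without replicate C and 507 with all 96 samples. Chance stays open at T4 for butyric and propionic acid, where 5 of 35 splits gave as many (15 and 2551). For the count of lactic and propionic acid at T4, 2 of 35 splits gave as many (2104 and 2175), and the other split parted from the real one in propionic acid replicate F alone. That split keeps all lactic acid samples apart from the other propionic acid samples, so it nearly repeats the real one. The share of 2 in 35 therefore does not exclude chance for the count, and does not speak for it either. *CYB2* and *FRP1* differed between these acids at T4 with adjusted p-values of 2.4e-08 and 1.5e-06 by limma, and their samples did not overlap. A split of butyric and propionic acid samples with 2551 transcripts points to a structure of the samples other than the acid.

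With the replicate letter as a block, the real split of lactic and propionic acid at T4 was 1 of 35 with as many (2420 and the highest other 2254), as was that of propionic and acetic acid (2173 and 1294). For butyric and propionic acid 3 of 35 gave as many (14 and 1286). In the other comparisons of T1 and T4 the real split remained the only 1 of 35 with as many. At T4 the highest other lay near it with lactic (3966 and 3753) and acetic acid (4858 and 4565) against untreated samples. In both cases that split only moved untreated replicate F to the acid samples. It nearly repeats the real one, so its closeness does not bear on chance.

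For the difference between T4 and T1 the real count and the highest other were 146 and 18 with lactic and 4197 and 3528 with acetic acid. They were 2794 and 38 with propionic and 2575 and 116 with butyric acid. In each case the real split was the only 1 of 35 with as many. For lactic acid, 11 transcripts were higher and 0 lower at T4 without replicate C, and 62 and 4 without replicate B. The splits were not repeated in these settings. For consistently changed transcripts, called with 1000 resamplings, the real count and the highest other were 38 and 0 with acetic acid. They were 202 and 0 with propionic and 116 and 1 with butyric acid. The real split was again the only 1 of 35 with as many. Lactic acid was not tested in this way, since 2 samples were left at T2.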
